# Low-dose exposure to PBDE disrupts genomic integrity and innate immunity in mammary tissue

**DOI:** 10.3389/fgene.2022.904607

**Published:** 2022-08-12

**Authors:** Donald M. Lamkin, Shiuan Chen, Karen P. Bradshaw, Shili Xu, Kym F. Faull, Erica K. Sloan, Steve W. Cole

**Keywords:** BDE-47, breast cancer, C3(1)/TAg, cGAS-STING, NF-κB, NFE2L2, NHEJ, type I interferon

## Abstract

The low-dose mixture hypothesis of carcinogenesis proposes that exposure to an environmental chemical that is not individually oncogenic may nonetheless be capable of enabling carcinogenesis when it acts in concert with other factors. A class of ubiquitous environmental chemicals that are hypothesized to potentially function in this low-dose capacity are synthesized polybrominated diphenyl ethers (PBDEs). PBDEs can affect correlates of carcinogenesis that include genomic instability and inflammation. However, the effect of low-dose PBDE exposure on such correlates in mammary tissue has not been examined. In the present study, low-dose long-term (16 weeks) administration of PBDE to mice modulated transcriptomic indicators of genomic integrity and innate immunity in normal mammary tissue. PBDE increased transcriptome signatures for the Nuclear Factor Erythroid 2 Like 2 (NFE2L2) response to oxidative stress and decreased signatures for non-homologous end joining DNA repair (NHEJ). PBDE also decreased transcriptome signatures for the cyclic GMP-AMP Synthase - Stimulator of Interferon Genes (cGAS-STING) response, decreased indication of Interferon Stimulated Gene Factor 3 (ISGF3) and Nuclear Factor Kappa B (NF-κB) transcription factor activity, and increased digital cytometry estimates of immature dendritic cells (DCs) in mammary tissue. Replication of the PBDE exposure protocol in mice susceptible to mammary carcinogenesis resulted in greater tumor development. The results support the notion that ongoing exposure to low levels of PBDE can disrupt facets of genomic integrity and innate immunity in mammary tissue. Such effects affirm that synthesized PBDEs are a class of environmental chemicals that reasonably fit the low-dose mixture hypothesis.

## Introduction

The low-dose mixture hypothesis of carcinogenesis proposes that exposure to an environmental chemical that is not individually oncogenic may nonetheless be capable of enabling carcinogenesis when it acts in concert with other factors (e.g., genetic predisposition) (Goodson, 2015). Proponents of this theory assert that cumulative effects of such chemicals over time may persistently disrupt different cancer-relevant pathways, such as those delineated in the Hallmarks of Cancer (Hanahan and Weinberg, 2000), and eventually conspire to induce cancer incidence. The initial presentation of evidence supporting the hypothesis was published in 2015 by an international task force (i.e., the Halifax Project) and included full-length reviews of research linking commonly encountered chemicals to modulation of the biological mechanisms defined in each of the cancer hallmark areas (Harris, 2015).

In their first update to the hallmarks heurisitic, Hanahan and Weinberg (2011) asserted that the capabilities defined in the original core hallmarks are enabled by 1) a succession of alterations in a cell’s genome (i.e., genomic instability) and by 2) the response of innate immunity to an incipient neoplasia (i.e., tumor-promoting inflammation). Evidence continues to accumulate on how genomic instability triggers innate inflammatory responses, with much of the research focusing on the cyclic GMP-AMP Synthase - Stimulator of Interferon Genes (cGAS-STING) pathway (Ablasser and Chen, 2019; Motwani et al., 2019; Decout et al., 2021). DNA damage from exogenous or endogenous factors activates the cGAS-STING pathway, which up-regulates type I interferon (IFN) gene expression and other proinflammatory genes. Although interferon regulatory factor 3 (IRF3) was initially identified as the transcription factor that mediates the type I IFN response to cytosolic DNA (Stetson and Medzhitov, 2006), subsequent research found that canonical nuclear factor kappa B (NF-κB) activity can mediate ∼50% of the response (Abe and Barber, 2014). Thus, the involvement of NF-κB not only amplifies a specific type I IFN response but also transcribes a broader repertoire of proinflammatory genes (Smale, 2010; Balka et al., 2020). Type I IFNs in turn drive the expression of additional IFN stimulated genes (ISGs) by ligating the type I IFN receptor and signaling the transcriptionally active interferon stimulated gene factor 3 (ISGF3) complex (Jefferies, 2019).

Of course, the association between genomic instability and inflammation is not unidirectional. The notion that chronic inflammation can precede a nascent tumor was first suggested long ago by Virchow (Balkwill and Mantovani, 2001), and the modern evidence is now well-organized on how several components of an inflammatory response can contribute to genomic instability and subsequent carcinogenesis (Colotta et al., 2009). Innate immune cells generate reactive oxygen species (ROS) and reactive nitrogen species (RNS) that not only cause DNA lesions at the nucleotide level but also induce single and double strand breaks of the DNA backbone, which potentiate larger-scale mutations, including insertions, deletions, translocations, and sequence rearrangements (Kay et al., 2019).

The Halifax Project identified several environmental chemicals that may interfere with “caretakers of genomic integrity” (i.e., xenobiotic system enzymes and transporters, antioxidant system reductants, DNA damage repair processes) (Langie et al., 2015). Likewise, environmental chemicals were identified that may serve as “immune disruptors,” agonizing tumor-promoting inflammation pathways (Thompson et al., 2015) and/or suppressing anti-tumor immunity (Kravchenko et al., 2015). Listed among the potential immune disruptors that may promote inflammation are synthesized polybrominated diphenyl ethers (PBDEs). Given their flame retardant properties, PBDEs have been incorporated into building materials, plastics, and textiles for use in home construction, electronics, mattresses, automobiles, and numerous other consumer products (Trudel et al., 2011). PBDEs may possibly lower the threshold for antigen to stimulate a proinflammatory response by immune cells (Thompson et al., 2015), as peripheral blood mononuclear leukocyte production of several proinflammatory cytokines (e.g., TNF-α, IL-6) following lipopolysaccaride or phytohaemagglutinin-L stimulation is enhanced by exposure to a commercial mixture of PBDEs (Kronborg et al., 2016). Conversely, other research has found a reduction in stimulated proinflammatory cytokines (i.e., TNF-α, IL-6) by macrophages following exposure to the same PBDE mixture (Hennigar et al., 2012) and a reduction in circulating proinflammatory cytokines/chemokines and innate immune cells *in vivo* following PBDE exposure (Lundgren et al., 2009; Zeng et al., 2014). Despite the down-regulation of inflammatory mechanisms in these latter studies, PBDE was not listed as a potential suppressor of anti-tumor immunity by low-dose theory investigators, although they did note links between inflammation and tumor immunosurveillance (Kravchenko et al., 2015).

In addition to inflammation, PBDEs may affect genomic integrity by impacting cellular defense systems and DNA damage repair processes. Some PBDEs can interact with the key xenobiotic receptor, Aryl hydrocarbon Receptor (AhR), but binding affinities are orders of magnitude below that of the prototypical AhR ligand, dioxin (i.e., TCDD [2,3,7,8-tetrachlorodibenzo-p-dioxin]) (Chen et al., 2001). Moreover, most PBDEs fail to cause transcriptionally active AhR (i.e., the AhR:ARNT heterodimer) to bind the dioxin response element (Chen et al., 2001; Chen and Bunce, 2003). PBDEs have been found to increase oxidative stress (i.e., to increase levels of ROS and lipid peroxidation) (Giordano et al., 2008; He et al., 2008; Costa et al., 2015), which in turn up-regulates the key antioxidant and xenobiotic transcription factor, Nuclear Factor Erythroid two Like 2 (NFE2L2) (Dinkova-Kostova et al., 2002; Levonen et al., 2004; McMahon et al., 2010; Baird and Yamamoto, 2020). Consequently, PBDE-induced oxidative stress has been found to cause DNA damage (Pellacani et al., 2012) and to associate with modulation of DNA damage repair mechanisms in the base excision repair (BER) and homology-dependent recombination (HR) pathways (Gao et al., 2009; Montalbano et al., 2020). Although not tied directly to PBDEs, proteins of the DNA-dependent protein kinase (DNA-PK) complex were recently found to associate with experimental manipulation of STING (Cheradame et al., 2021), strongly suggesting that cGAS-STING signaling from DNA damage may directly regulate the non-homologous end joining (NHEJ) repair pathway (Taffoni et al., 2021).

Given the multiple links between PBDEs and cancer-enabling characteristics of genomic instability and immune disruption, we investigated the effect of low-dose long-term PBDE exposure on transcriptomic indications of genomic integrity and innate immunity in the mammary tissue of mice. Even though chronic PBDE exposure significantly increased indicators of genomic instability, we found that type I IFN and inflammation signaling were significantly down-regulated. We also found that type I IFN signaling was significantly down-regulated in a separate study that examined the effect of PBDE exposure at a higher dose over a shorter term. Finally, we found that replication of the low-dose long-term protocol in transgenic mice that are susceptible to mammary carcinogenesis resulted in greater tumor development.

## Materials and methods

### Long-term PBDE exposure model

To test for effects of prolonged PBDE on genomic integrity and innate immunity in mammary tissue, female nu/nu nude mice were obtained from Charles River Laboratories (Strain #088; Crl:NU-*Foxn1* ^*nu*^). Use of nude mice in the initial long-term experiment enabled additional testing for effects of PBDE on xenograft implantation and growth for a separate study (data not shown). Mice were housed under BSL2 barrier conditions on an individually ventilated cage (IVC) rack in dual filter disposable cages (Innovive, Inc.), with corn cob bedding, nesting tissue for enrichment, and *ad libitum* access to food and water on a 12:12 light:dark cycle at 22°C. The effect of PBDE was examined by administering the BDE-47 congener, the most prevalent PBDE found in humans (Darnerud et al., 2001; Birnbaum and Staskal, 2004), including in the mammary tissue (Petreas et al., 2011). To induce BDE-47 levels in mouse mammary tissue that are similar to elevated levels found in human mammary tissue, we followed a low-dose long-term schedule similar to that described by Koenig et al. (Koenig et al., 2012). After 8 weeks of age, BDE-47 (Millipore Sigma, #91834), in a vehicle of PEG300, 1% DMSO, was administered *via* Alzet osmotic mini-pumps (DURECT Corporation, Model #2006) implanted subcutaneously on the lateral dorsal side of the mouse near the scapula to deliver a dose of 0.03 mg/kg/d for 16 weeks. Control mice received pumps with vehicle alone. Replacement with a second Alzet pump was performed at the half-way point (after 8 weeks) to maintain the dosing schedule (the #2006 model is designed to last for 1.5 times its nominal duration of 6 weeks). All procedures were carried out under protocols approved by the Institutional Animal Use and Care Committee of the University of California, Los Angeles (#2007–155).

### Gas chromatography/mass spectrometry

To measure BDE-47 levels in mouse mammary tissue after 16 weeks of exposure, gas chromatography/mass spectrometry (GC/MS) was utilized. Mammary tissue samples from the 4th mammary fat pad were weighed (range: 10–54 mg) and homogenized at room temperature in a bead mill in methanol with 50 ng of ^13^C_12_-BDE-47 internal standard (IS) (Wellington Labs, #MBDE-47). Homogenates were centrifuged at 25,000 x *g* for 5 min. Duplicate processing for each sample homogenate was then begun as 2 equal volumes of supernatant (800 µL each) were transferred to glass test tubes (10 × 100 mm) and dried in a vacuum centrifuge. Cleanup was accomplished by first dissolving the residuals on the bottom of the test tubes with Milli-Q water (500 µL) and vortexing, followed by ethyl acetate (500 µL) and vortexing, then by sonication in a water bath for 5 min, followed by more ethyl acetate (500 µL) and vortexing. The solutions were centrifuged at 500 x *g* and the ethyl acetate supernatant (500 µL) was transferred to a glass GC injector vial. The lower phase was extracted twice more with ethyl acetate (400 and 200 µL volumes, respectively, using centrifugation without further sonication, as above), and the pooled supernatants were dried in a vacuum centrifuge. Benzene was added (100 µL) and the samples were dried again in a stream of nitrogen. To the thoroughly dried samples N,O-bis(trimethylsilyl)trifluoro-acetamide, containing 10% trimethylchlorosilane (50 μL, v/v), was added, and the samples were incubated (60°C, 60 min) to convert all carboxyl, amino, and hydroxyl functional groups to their corresponding trimethylsilyl derivatives. The derivatized samples were then placed in an autosampler from which an aliquot of each (1 µL) was injected (splitless mode) onto a bonded-phase non-polar fused silica capillary column (Phenomenex ZB-5, phenyl/dimethylpolysiloxane 5/95, 60 m × 0.25 mm, 0.10 µm film thickness; injector port 250°C) and eluted (constant flow, 1 ml/min) with ultra-high purity helium (Thermo Scientific Trace 1310 GC system) over a 63-min temperature ramp (min/°C; 0’/50, 3’/50, 53’/300, 63’/300). The end of the column (GC/MS transfer line at 250°C) was directly inserted into the EI source (180°C, 70 eV) of an Orbitrap mass spectrometer (Thermo Scientific Q Exactive GCMS), calibrated with perfluorotributylamine immediately prior to the analysis of samples scanning from m/z 66–1000 (0.9 s/scan at a resolution [FWHM] of 60,000), with an 8 min solvent delay. Data was collected with instrument manufacturer-supplied software (Thermo Xcalibur). Standards were prepared containing BDE-47 (0, 0.05, 0.5, 5, 50, and 500 ng, all in duplicate) and the internal standard in methanol (750 µL). These samples were processed as described above for the biological samples. Peak areas for BDE-47 at retention time 49.34 min from the reconstructed ion trace at m/z 325.87594 (corresponding to the most intense ion from the (M-Br^+.^) fragment ion) and for ^13^C_12_-BDE-47 at the same retention time from the reconstructed ion trace at m/z 337.91620 (corresponding to the analogous fragment ion) were measured manually with a 5 ppm window using the Qual Browzer subroutine. Data from the standard samples was used to construct a calibration curve, interpolation from which the amount of analyte in each biological sample was calculated.

### Whole transcriptome analysis of mammary tissue

To conduct whole transcriptome analyses of mammary tissue after 16 weeks of exposure to PBDE, mammary tissue samples from the 4th mammary fat pad were homogenized in a bead mill in RLT buffer (Qiagen), and total RNA from RLT buffer lysates was extracted (Qiagen RNeasy Mini Kit, #74104), cleared of contaminating DNA with on-column DNase digestion (Qiagen RNase-Free DNase Set, #79254), and quantified by spectrophotometry (NanoDrop ND-1000; Thermo Scientific). Total RNA (500 ng per sample) was converted to cDNA (Lexogen QuantSeq 3′ FWD) and sequenced using an Illumina HiSeq 4000 instrument in the UCLA Neuroscience Genomics Core Laboratory. Low-level sequencing data was mapped to the RefSeq mouse genome sequence and normalized to counts per million mapped reads (CPM) using the STAR aligner. Transcriptome data from the present study are deposited in the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (GSE199054).

To test for group differences in transcriptome signatures of xenobiotic AhR signaling, antioxidant NFE2L2 signaling, DNA damage response signaling, and cGAS-STING signaling, transcriptome representation analyses (TRAs) were conducted (Powell et al., 2013). For each TRA, a transcriptome’s signature was computed for a given subject by calculating the mean expression value, in that subject, of all genes specified as up-regulated in the reference set of the transcriptome in question; down-regulated genes in the reference set were also included but reverse-scored before calculating the mean. Before this mean was calculated for a given subject, all expression values across subjects for a given gene were z-score-transformed to move all genes onto the same scale. The reference set for xenobiotic AhR signaling was composed of genes from MCF-7 breast cancer cells that were differentially expressed by TCDD and evidenced AhR:ARNT binding sites in their promoters (Lo and Matthews, 2012) (Supplementary Data S1). Reference set for antioxidant NFE2L2 signaling was the gene expression set derived by Rooney et al. (Rooney et al., 2020) from multiple NFE2L2 manipulation experiments, including those utilizing the MCF10A breast cell line (Supplementary Data S2). Reference sets for DNA damage repair signaling included the non-overlapping core gene sets defined by Knijnenburg et al. (Knijnenburg et al., 2018) for specific repair pathways that include base excision repair (BER), nucleotide excision repair (NER), mismatch repair (MMR), Fanconi anemia (FA), translesion DNA synthesis (TLS), direct damage reversal/repair (DR), homology dependent recombination (HR), and non-homologous end joining (NHEJ) (Supplementary Data S3). Reference set for cGAS-STING signaling was composed of genes that were up-regulated by cGAS-overexpression independently of canonical IFN signaling (i.e., in cells that were *STAT1*−/−) (Schoggins et al., 2014) (Supplementary Data S4).

To test for a significant difference in activity of the downstream type I IFN and proinflammatory transcription factors ISGF3 and NF-κB, a two-sample variant of the Transcription Element Listening System (TELiS; www.telis.ucla.edu) was used as previously described (Cole et al., 2005). This approach enabled comparisons of the prevalence of binding motifs for these factors in the promoters of genes that were up-regulated and down-regulated by BDE-47 relative to vehicle treatment. 

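Differential expression between BDE-47 and vehicle was computed from the log2(CPM) values of 7 BDE-47 mice and 8 vehicle mice, which the authors list at 0 for every gene under 1 CPM. A gene was counted when its mean log2(CPM) differed by more than 1 between the groups, a 2-fold change, without a test. By this criterion 1626 of 52526 genes were up-regulated and 1716 were down-regulated, and 48.7% of the 3342 genes were higher with BDE-47. Every one of the 3271 genes in the paper's Supplementary Data S5 was found by name and changed in the direction listed there, and 2946 of them (90.1%) were also past 2-fold here. Of the 3342 genes, 92.3% had at least 1 mouse listed at 0. The count moved most with log2(CPM + 0.1) in place of the deposited floor, which gave 3620 up-regulated and 2993 down-regulated genes. With log2(CPM + 1), an alternative chosen after seeing the data, 1684 and 1658 genes were counted. With the log2 ratio of the mean CPM of each group, the counts were 2083 and 2887, so that 41.9% of the genes were higher.

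For a measure of the change against the spread between mice, limma was run on the 9511 genes with at least 1 CPM in 7 or more mice. No gene had a Benjamini-Hochberg adjusted p under 0.05 (lowest 0.982), and 443 had an unadjusted p under 0.05. Of the 3342 genes past 2-fold, 425 had an unadjusted limma p under 0.05. On simulated data with the same number of mice, limma recovered 69% of 200 genes given a log2 change of 3 and 0% of those given a log2 change of 1. The changed genes were drawn only from the better expressed genes, with normally distributed values cut off at 0. Recovery among genes near the floor was not tested. The smallest p among genes that fell belonged to Klhl24, at 5.32 ± 0.61 log2(CPM) in vehicle mice (SD, n = 8) and 1.75 ± 2.20 in BDE-47 mice (SD, n = 7), where 3 of 7 mice were above the floor. Its log2 difference was -3.57 (standard error 0.92, limma adjusted p = 0.982). The smallest p among genes that rose belonged to Tef, which was above the floor in all mice, at 5.45 ± 0.79 log2(CPM) with vehicle and 7.05 ± 0.26 with BDE-47. Its log2 difference was 1.60 (standard error 0.46, limma adjusted p = 0.982).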

Genes that were differentially expressed by BDE-47 were identified based on a > 2-fold biological effect size, rather than statistical effect size (e.g., *t* statistic or *p* value or false discovery rate *q* value), because previous research has shown that biological effect size-based criteria yield more replicable results than do statistical effect size criteria (Cole et al., 2003; MAQC Consortium, 2010) (up-regulated *n* = 1,602; down-regulated *n* = 1,669; Supplementary Data S5). The V$ISRE_01 binding motif definition for ISGF3 and V$NFKAPPAB_01 for NF-κB were retrieved from the TRANSFAC database. Analyses averaged the results derived from nine parametric variations of promoter length (300 bp relative to RefSeq transcription start site, 600 bp, and 1000 bp to +200) and binding motif match stringency (MatSim = 0.80, 0.90, 0.95).

To estimate the percentage of innate immune cell subsets in each sample, the sample’s transcriptome data were deconvolved with the CIBERSORTx support vector regression machine learning approach (https://cibersortx.stanford.edu) (Newman et al., 2015; Newman et al., 2019). This whole-transcriptome digital cytometry was conducted in conjunction with the ImmuCC input matrix that contains murine reference gene expression signatures for innate immune cell types (Chen et al., 2017) (Supplementary Data S6). Innate immune cell populations analyzed were neutrophils, eosinophils, mast cells, resting and activated natural killer (NK) cells, monocytes, resting macrophages (M0), activated M1-like macrophages, activated M2-like macrophages, and immature and activated dendritic cells (DCs).

### Whole transcriptome analysis of short-term PBDE exposure model

To test the generalizability of ISGF3 and NF-κB results in mammary tissue from long-term (16 weeks) PBDE exposure, whole transcriptome data from mammary tissue in a previous smaller study (*N* = 4) of short-term (1 week) PBDE exposure was retrieved from the GEO public repository (GSE125272). Bulk RNAseq data were mapped to the RefSeq GRCm39 mouse genome sequence using the Rsubread package (Liao et al., 2019) and normalized to counts per million mapped reads (CPM). Female BALB/cj mice in the short-term study (Kanaya et al., 2019) were exposed to PBDE at 10 weeks of age by supplementing chow with BDE-47, BDE-100, and BDE-153 to deliver a dose of 1, 0.056, and 0.0126 mg/kg/day. Estrogen was held constant across groups during PBDE exposure, as the mice were ovariectomized at 1 week prior to PBDE exposure and then underwent daily intraperitoneal injection of 17β-estradiol (1 µg/injection) during PBDE exposure. Mammary tissue samples were dissected from the 4th mammary fat pad and included the lymph node. TELiS analysis compared the prevalence of binding motifs for V$ISRE_01 and V$NFKAPPAB_01 in the promoters of genes that were up-regulated and down-regulated by PBDE relative to controls. Differential gene expression was based on a >1.25-fold change in this latter study (up-regulated *n* = 1,579; down-regulated *n* = 1,025; Supplementary Data S7) in order to analyze a number of genes that was comparable to that in the long-term study.

### Mammary carcinogenesis model

To determine whether long-term low-dose PBDE exposure would enhance tumor development in a model of evolving oncogenesis, the C3(1)/TAg transgene model of mammary carcinogenesis was used. Mice express transgene primarily in the distal mammary ductal epithelium and terminal ductal lobular units, leading to changes in genomic organization and the appearance of invasive mammary cancers after 16 weeks of age (Green et al., 2000; Kavanaugh and Green, 2003). Females were obtained from a colony at UCLA that began with hemizygous breeders from The Jackson Laboratory (Strain #013591; FVB-Tg(C3-1-TAg)cJeg/JegJ). When littermates expressing the transgene (genotyping by Transnetyx, Inc.) reached 4–5 weeks of age, they were randomized to receive PBDE or vehicle *via* Alzet osmotic mini-pumps, as described above for nude mice, and allowed to develop tumor. To identify all carcinomas at the conclusion of the exposure period (14–16 weeks), positron emission tomography and computed tomography (PET/CT) were used with the integrated Genisys eight PET/CT scanner (Sofie Biosciences, USA). Mice were anesthetized with 2% isoflurane and injected with 2.6 MBq (70 µCi) of radiotracer, fluorine-18 fluorodeoxyglucose [^18^F]-FDG. After 60 min of probe biodistribution, mice were placed in the imaging chamber and PET images were acquired in listmode for 600 s with an energy window of 150–650 keV and reconstructed using maximum-likelihood expectation maximization (MLEM) as recommended by the vendor. CT imaging was performed immediately after PET imaging. All PET images were corrected for photon attenuation by CT, detector normalization and radioisotope decay, and converted to units of percent injected dose per gram (%ID/g).

### Statistical analysis

Analyses were conducted in the R statistical environment, version 3.6.1 (Core Team, 2019), with additional packages cited below. All distributions were examined for outliers and transformations were applied to normalize distributions where necessary. For Figure 1, Student’s *t*-test was used to analyze the effect of PBDE exposure on mammary tissue levels of BDE-47. For Figures 2–4, analysis of covariance (Singmann et al., 2019) was used to analyze the effect of PBDE exposure on composite scores for each TRA, while controlling for any confounding influence of xenograft presence in the region. For Figure 4B, the mean value of all possible V$ISRE_01 binding motif prevalence ratios and the mean value of all possible V$NFKAPPAB_01 binding motif prevalence ratios were tested for significant deviation from a null population mean ratio of 1 with single sample *t*-test; differentially expressed genes for this analysis were identified while controlling for xenograft. For Figure 5 and Supplementary Figure S1, analysis of covariance was used to analyze the effect of PBDE exposure on CIBERSORTx estimates of innate immune cell populations in mammary tissue, except for those populations that exhibited mostly zero values; for these latter (activated NK cells, activated DCs, M2-like macrophages) logistic regression was used to test significance for the prevalence of non-zero values between groups. Figure 6 used the same approach described for V$ISRE_01 and V$NFKAPPAB_01 for Figure 5. For Figure 7, Student’s *t*-test was used to analyze the effect of PBDE exposure on total volume and total weight of all tumors identified in a given transgenic mouse from the C3(1)/TAg mammary carcinogenesis model.

**FIGURE 1:**
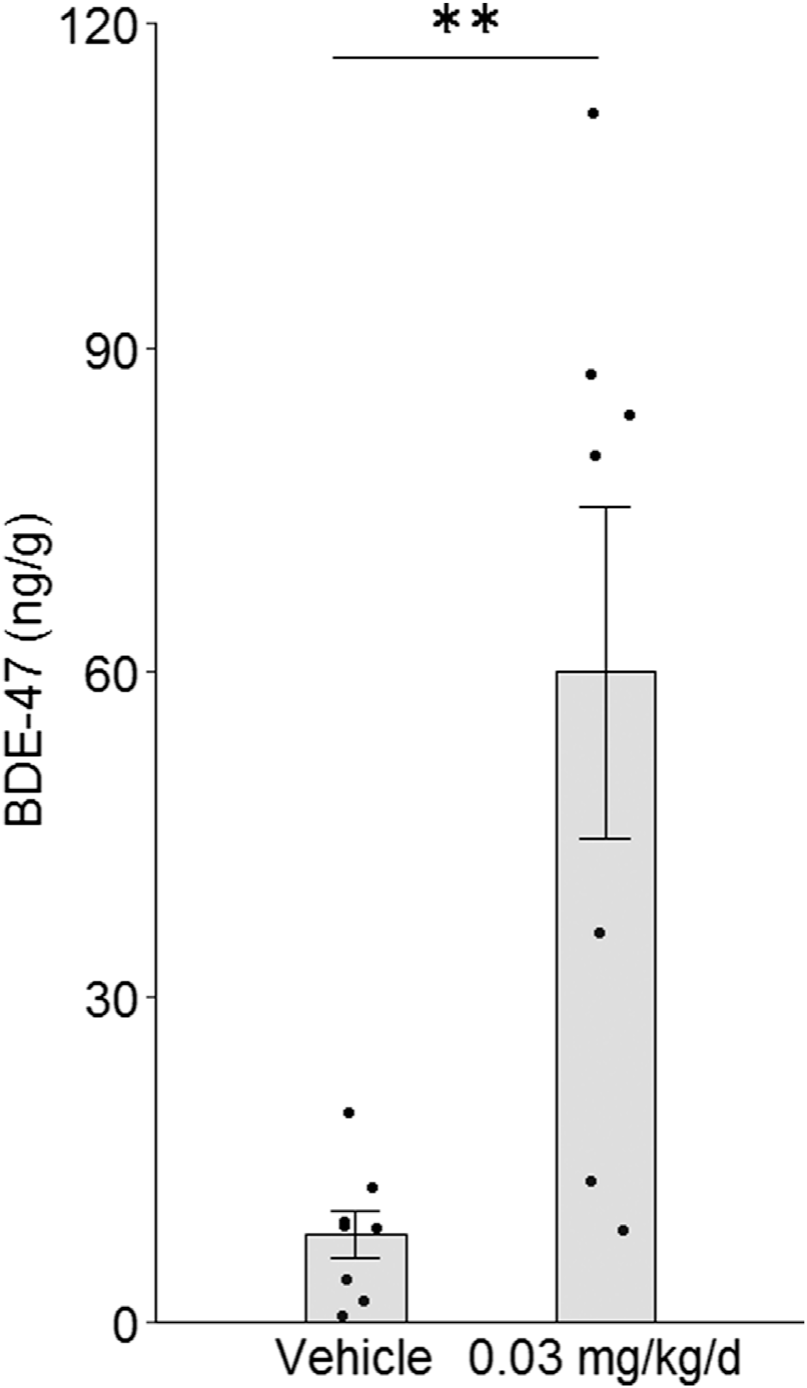
Effect of BDE-47 administration on mammary tissue levels. Mean ± SEM and individual data points for mice receiving 0.03 mg/kg/d of BDE-47 *via* subcutaneous osmotic mini-pump (*n* = 7) or vehicle only (*n* = 8) for 16 weeks **p < 0.01.

**FIGURE 2:**
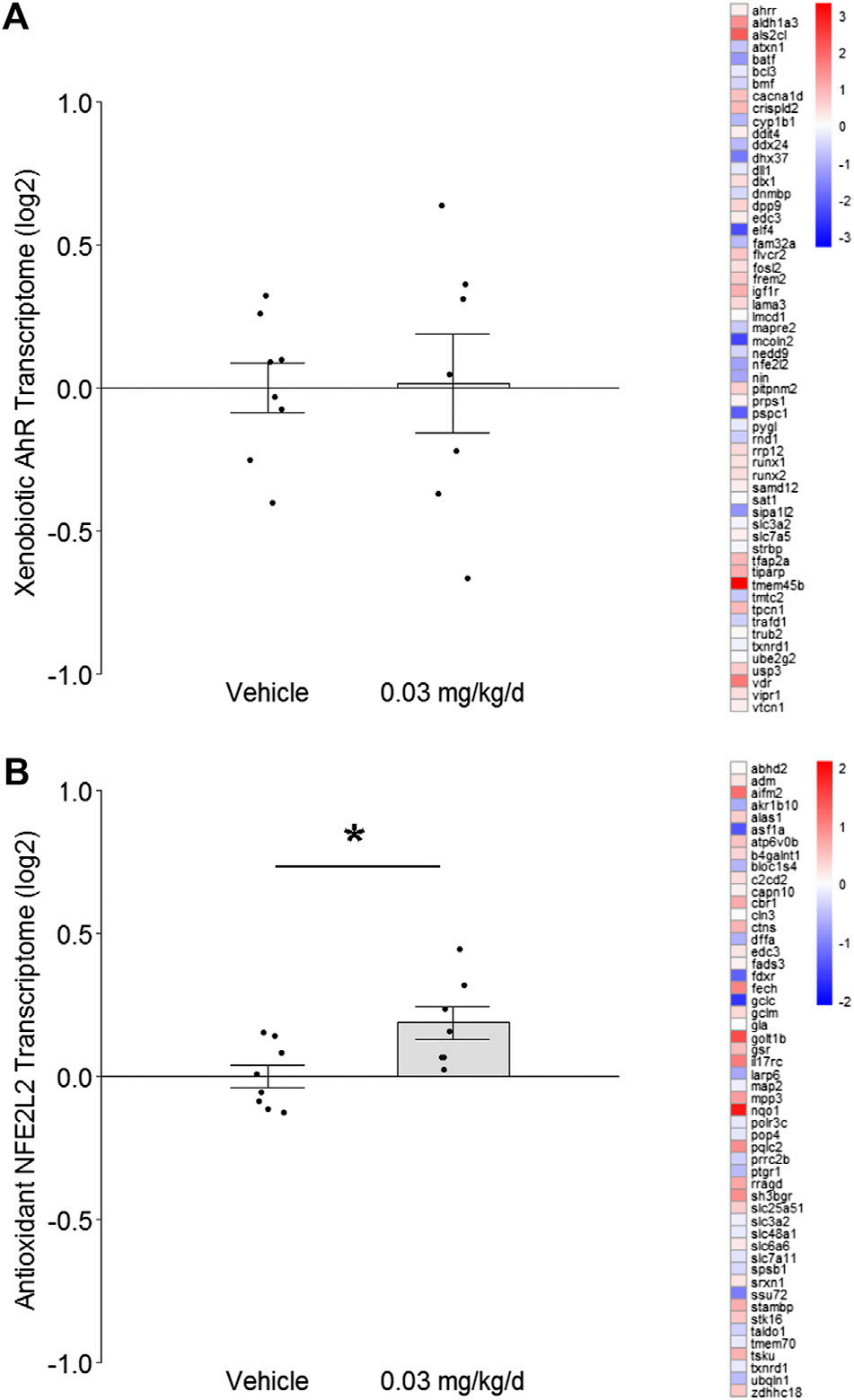
Effect of BDE-47 administration on **(A)** xenobiotic AhR and **(B)** antioxidant NFE2L2 transcriptomes in mammary tissue. Left side: Mean ± SEM with overlay of individual TRA composite score data points, scores on log2 scale centered at zero, *n* = 7-8 mice per group. Right side: Heatmap of mean fold-changes on log2 scale for specific positively expressed genes from the reference transcriptome indicated in the panel. See text for references for gene sets. Complete lists for defining genes for each transcriptome are listed in Supplementary Data S1, S2. *p < 0.05.

## Results

### Mammary tissue levels of BDE-47 after long-term PBDE exposure

To induce BDE-47 levels in mouse mammary tissue that are similar to elevated levels found in human mammary tissue, BDE-47 was administered subcutaneously *via* Alzet osmotic mini-pumps to nude mice at a target dose of 0.03 mg/kg/d. Administration of this dose for 16 weeks resulted in a mean mammary tissue level of 60.03 ng/g wet weight (±15.32 SEM) (Figure 1A). This level is on par with previously reported research utilizing a similar low-dose long-term schedule (Koenig et al., 2012) and is representative of the higher-end levels reported in human breast tissue (Petreas et al., 2011). Mice receiving only vehicle also exhibited detectable signal above background, although the signals detected were significantly lower than that of dosed mice by more than 7-fold (*p* = 0.003; Figure 1).

### Genomic integrity and innate immunity in mammary tissue after long-term PBDE exposure

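Female nude mice, an athymic strain without mature T cells, received BDE-47 (n = 7 mice) or vehicle (n = 8 mice) from subcutaneous osmotic pumps for 16 weeks, with a target dose of 0.03 mg/kg/d in the BDE-47 group. RNA from mammary tissue was converted to cDNA with QuantSeq 3′ FWD, a method that reads each transcript near its 3′ end, so that longer transcripts do not give more reads. The authors mapped the reads to the RefSeq mouse genome with the STAR aligner and normalized them to CPM, read counts scaled to the same total of mapped reads. The values the authors deposited are log2(CPM), with every gene under 1 CPM listed at 0. They were used here as given. Each mouse has values for 52636 entries, and 110 of these were dropped because they share the name of another. Of the 52526 genes left, 36212 were under 1 CPM in every mouse and 2579 were above it in all 15 mice.

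The low CPM values of each mouse are whole multiples of a single step, the worth of 1 read, and 100% of the values came out as whole reads in every mouse. By this measure, the vehicle mice had 11.97 to 16.51 M mapped reads (median 15.19 M) and the BDE-47 mice had 10.06 to 19.58 M (median 14.38 M). The difference was within the spread between mice (exact permutation test, two-sided, p = 0.990). A gene at 1 CPM therefore stands for 10.06 to 19.58 reads. Between 51.99% and 66.35% of the mapped reads of a mouse lay on genes above 1 CPM. The gene with the most reads was Gm42418 in every mouse, with 5.62% to 12.32% of them, and it is named because of these values. Vehicle mice had a median of 8302.5 genes above 1 CPM (range 7475 to 11490), and BDE-47 mice had a median of 8504 (range 6932 to 12689; exact permutation test, p = 0.606). Depth did not set this number alone. Genes with a mean of 10 to 20 CPM, which have a median of 211.1 reads per mouse, were listed at 0 in 28.5% of their values, from 2.3% in BDE-47 replicate 3 to 44.5% in BDE-47 replicate 4. Sampling of the reads alone would leave 3.83e-47% at 0.

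Across the 9511 genes with at least 1 CPM in 7 or more mice, Pearson's r of log2(CPM) was 0.349 to 0.724 between mice of one group, with a median of 0.488, and had a median of 0.487 between mice of different groups. These correlations are across genes, which are not independent replicates. No mice shared identical values. Differences between groups were tested with exact permutation tests, two-sided, over all ways to choose 7 of the 15 mice, for which the smallest possible p is 0.000155. The paper's analysis of covariance also controlled for the presence of a xenograft in the region, a covariate that was not used here.

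**Figure D1:**
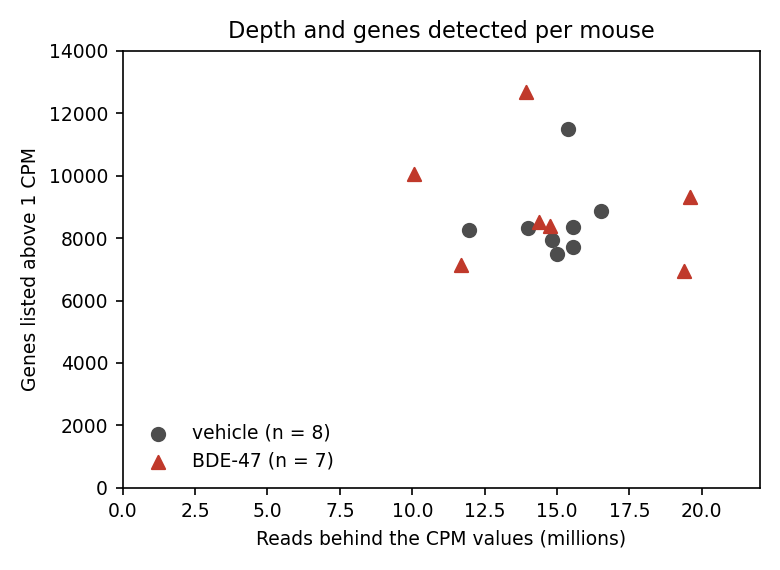
Mapped reads of each mouse in M (x axis) and number of genes listed above 1 CPM (y axis), for 8 vehicle mice (circles) and 7 BDE-47 mice (triangles). The mouse with the most genes, BDE-47 replicate 3 with 12689, had 13.93 M reads, while the mice with 19.38 and 19.58 M reads had 6932 and 9326 genes.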

To investigate the effect of prolonged low-dose BDE-47 exposure on genomic integrity safeguards and innate inflammatory responses in mammary tissue, normal tissue was dissected from the left 4th mammary fat pad of nude mice for RNAseq at the end of the 16-weeks BDE-47 administration period. 

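A TRA composite score was computed for each mouse from a reference gene set. The log2(CPM) of each gene was z-scored over the 15 mice, the sign was reversed for genes that the set lists as down-regulated, the mean was taken over the genes of the set, and the mean of the vehicle mice was subtracted. The score is thus in SD units of the single genes, and the vehicle mean is 0. The AhR set holds 59 genes, 1 of them listed as down-regulated, taken from MCF-7 breast cancer cells treated with TCDD, a dioxin that activates the aryl hydrocarbon receptor (AhR). The NFE2L2 set holds 116 genes, 64 of them listed as down-regulated. NFE2L2 is a transcription factor that switches on antioxidant genes under oxidative stress. All genes of both sets were found by name. In the AhR set 35.7% of the values were listed at 0, and in the NFE2L2 set 25.7%. When the scoring was tested on simulated data, 5.7% of 2000 scores without a difference between the groups had an exact p under 0.05.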

Transcriptome Representation Analyses (TRAs) with reference gene sets for xenobiotic AhR signaling and antioxidant NFE2L2 signaling were conducted to test for indications of cellular stress. 

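The AhR composite score was 0 ± 0.154 in vehicle mice (SD, n = 8) and 0.009 ± 0.288 in BDE-47 mice (SD, n = 7), a difference well within the spread between mice (exact permutation test, p = 0.939). The scores of 4 of 7 BDE-47 mice were above the vehicle mean. With each mouse left out in turn, the difference lay between -0.055 and 0.085, and with the 53 genes that had a mean of at least 1 CPM it was -0.040. Of the 59 genes, 31 rose and 28 fell with BDE-47, 6 and 8 of them by more than 2-fold. Among the 41 genes that passed the expression filter, 1 had an unadjusted limma p under 0.05, and 0 passed after adjustment over the set (lowest adjusted p = 0.168) or over all genes.

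The receptor gene Ahr lies on chromosome 12 of GRCm39 from 35547973 to 35585057, on the reverse strand. Its log2(CPM) was 3.03 ± 2.34 in vehicle mice (SD, n = 8; 6 mice above the floor) and 2.91 ± 2.19 in BDE-47 mice (SD, n = 7; 5 mice above the floor). Cyp1b1, a target of AhR, was above the floor in 5 of 8 vehicle mice and 4 of 7 BDE-47 mice, with a log2 difference of -0.89 that was within the spread between mice (exact permutation test, p = 0.298). Ahrr, the AhR repressor, was listed at 0 in all vehicle mice and was above the floor in 1 of 7 BDE-47 mice. The largest rise in the set was that of Tmem45b (chromosome 9, from 31336135 to 31376412), which was above the floor in 2 of 8 vehicle mice and in 7 of 7 BDE-47 mice. Its log2 difference was 3.27 (standard error 1.08, limma adjusted p = 0.982; exact permutation test, p = 0.00591). The largest fall was that of Mcoln2, which was above the floor in 5 of 8 vehicle mice and 1 of 7 BDE-47 mice and had a log2 difference of -2.35 (exact permutation test, p = 0.0573).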

Transcriptome signatures for the xenobiotic AhR pathway exhibited no significant difference between groups (*p* = 0.95; Figure 2A). However, transcriptome signatures for the antioxidant NFE2L2 pathway were significantly higher in mice dosed with BDE-47 (*p* = 0.009; Figure 2B).

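The NFE2L2 composite score was 0 ± 0.072 in vehicle mice (SD, n = 8) and 0.119 ± 0.098 in BDE-47 mice (SD, n = 7), a difference larger than the SD of either group (exact permutation test, p = 0.0171). All 7 BDE-47 mice lay above the vehicle mean, with scores from 0.014 to 0.282, and the vehicle mice ranged from -0.081 to 0.097. After Benjamini-Hochberg adjustment over the 11 reference sets tested, the p was 0.188. The exact p was under 0.05 in 7 of 9 settings, the one reported included, and was lowest (0.00808) with genes of at least 1 CPM. In the other 2 it was above 0.05. The mean of the signed log2(CPM) values without z-scoring gave a difference of 0.15, or 1.11-fold (exact permutation test, p = 0.0679), and the genes listed as up-regulated gave 0.076 by themselves (exact permutation test, p = 0.468). Of the 64 genes listed as down-regulated, 37 fell with BDE-47. Over the whole set 57 genes rose and 59 fell, 13 and 18 of them by more than 2-fold. Among the 98 genes that passed the expression filter, 7 had an unadjusted limma p under 0.05, and 0 passed after adjustment over the set (lowest adjusted p = 0.328) or over all genes.

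Nqo1, an antioxidant enzyme gene on chromosome 8 of GRCm39 from 108113835 to 108129934, was above the floor in 3 of 8 vehicle mice and 5 of 7 BDE-47 mice. Its log2(CPM) was 1.07 ± 1.73 with vehicle (SD, n = 8) and 2.96 ± 2.20 with BDE-47 (SD, n = 7), a log2 difference of 1.89 that was within the spread between mice (exact permutation test, p = 0.0841). The largest rise was that of Nrep, which the set lists as down-regulated, with a log2 difference of 2.82 (standard error 0.90, limma adjusted p = 0.982; exact permutation test, p = 0.0333). The largest fall was that of Stard4, also listed as down-regulated, which was above the floor in 7 of 8 vehicle mice and 2 of 7 BDE-47 mice and had a log2 difference of -2.55 (standard error 0.98, limma adjusted p = 0.982; exact permutation test, p = 0.0115). Nfe2l2 itself, on chromosome 2 from 75504739 to 75534985, had 5.09 ± 0.95 log2(CPM) with vehicle and 3.91 ± 2.03 with BDE-47, a log2 difference of -1.18 (exact permutation test, p = 0.166).

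**Figure D2:**
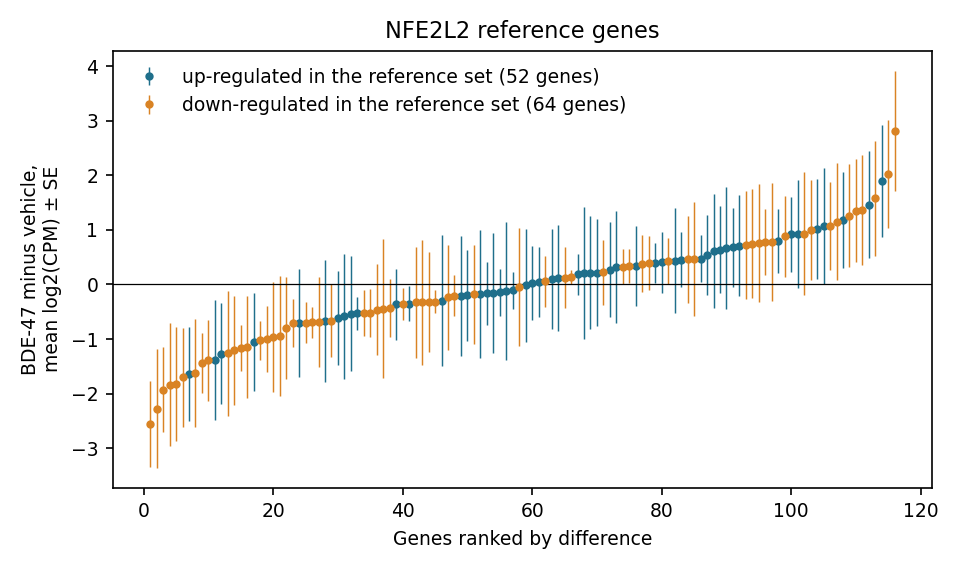
Difference in mean log2(CPM) between BDE-47 (n = 7) and vehicle mice (n = 8) for each of the 116 genes of the NFE2L2 set, ranked by difference (x axis); bars are the standard error of the difference, and colours mark genes the set lists as up-regulated (52) or down-regulated (64). The differences run from -2.55 (Stard4) to 2.82 (Nrep), both genes the set lists as down-regulated.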

Given the associations among antioxidant signaling, oxidative stress, and DNA damage, eight distinctly defined DNA damage repair pathways were examined to determine whether they also exhibited modulation. 

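The repair reference sets were short, and all of their genes were found by name. The sets for BER and FA hold 7 genes each, those for MMR and NHEJ 8 each, NER 10, TLS 5, DR 3 and HR 18. Many of their values were under 1 CPM. The share of values listed at 0 was lowest for BER (34.3%) and NER (39.3%) and was 51.7% for MMR, 54.2% for NHEJ, 58.7% for TLS, 64.4% for DR, 69.6% for HR and 81.0% for FA. As a result, only 8 NER genes, 5 MMR genes, 4 BER genes, 3 genes each of TLS, HR and NHEJ, and 1 gene each of FA and DR passed the expression filter. None of these had an adjusted limma p under 0.05 over its own set or over all genes, and 0 had an unadjusted p under 0.05.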

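The composite scores for BER, NER, MMR, FA and TLS were higher with BDE-47, by less than the SD of the vehicle mice in each case. The BER score was 0.13 ± 0.287 in BDE-47 mice (SD, n = 7) around a vehicle mean of 0 ± 0.366 (SD, n = 8; exact permutation test, p = 0.466). For NER the score was 0.232 ± 0.423 with BDE-47 and 0 ± 0.589 with vehicle (exact permutation test, p = 0.396). For MMR it was 0.155 ± 0.276 and 0 ± 0.326 (exact permutation test, p = 0.343), and 6 of 7 BDE-47 mice were above the vehicle mean, against 4 of 7 for each of the other sets. FA gave 0.114 ± 0.424 and 0 ± 0.287 (exact permutation test, p = 0.546), and TLS gave 0.127 ± 0.397 and 0 ± 0.547 (exact permutation test, p = 0.612). Without z-scoring, the differences in mean log2(CPM) corresponded to 1.15-fold for BER, 1.38-fold for NER, 1.21-fold for MMR, 1.06-fold for FA and 1.28-fold for TLS. With each mouse left out in turn, all of these differences stayed above 0, from 0.010 for FA to 0.367 for NER. The FA difference became -0.059 when the set was limited to its 3 genes with a mean of at least 1 CPM.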

Transcriptome signatures for BER, NER, MMR, FA, and TLS pathways were up-regulated 1.1- to 1.2-fold by BDE-47 administration, but none of these reached statistical significance (*p* values >0.38; Figures 3A–E). In contrast, transcriptome signatures for DR, HR, and NHEJ were down-regulated by BDE-47, with NHEJ exhibiting the largest decrease at 1.4-fold (*p* = 0.03; Figures 3F–H).

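The DR composite score was 0 ± 0.748 in vehicle mice (SD, n = 8) and -0.123 ± 0.726 in BDE-47 mice (SD, n = 7), a difference within the spread between mice (exact permutation test, p = 0.740). The DR difference changed sign when vehicle replicate 1 (0.096) or vehicle replicate 3 (0.001) was left out. The HR score was 0 ± 0.444 and -0.065 ± 0.302 (exact permutation test, p = 0.777). Vehicle replicate 6 had the highest HR score, 0.993, and without that mouse the difference was 0.077. Without BDE-47 replicate 4 it was 0.02. It also changed sign, to 0.005, with log2(CPM + 0.1) in place of the floor.

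The NHEJ score was 0 ± 0.320 in vehicle mice (SD, n = 8) and -0.283 ± 0.460 in BDE-47 mice (SD, n = 7), the largest decrease among the 8 repair sets. The difference was smaller than the SD of either group (exact permutation test, p = 0.186; 0.777 after Benjamini-Hochberg adjustment over the 8 sets). The scores of 2 of 7 BDE-47 mice were above the vehicle mean. Without z-scoring, mean log2(CPM) fell by 0.54, or 1.45-fold (exact permutation test, p = 0.184). With each mouse left out in turn, the difference lay between -0.427 and -0.193. The lower end came from leaving out BDE-47 replicate 2, which had a score of 0.546 (exact permutation test without it, p = 0.0260).

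NHEJ joins the ends of double-strand breaks without a template. Of its 8 genes 6 fell and 2 rose. Polm, a DNA polymerase gene on chromosome 11 of GRCm39 from 5777856 to 5788210, fell most, with a log2 difference of -1.90, and was above the floor in 4 of 8 vehicle mice and 2 of 7 BDE-47 mice (exact permutation test, p = 0.120). Xrcc5, which encodes a subunit of the Ku protein and lies on chromosome 1 from 72346532 to 72434112, had a log2 difference of -1.17 and was above the floor in 6 of 8 and 4 of 7 mice. Poll had a log2 difference of -1.09 and was above the floor in 6 of 8 and 5 of 7 mice. Nhej1 (-0.64), Prkdc (-0.62) and Xrcc6 (-0.46) had smaller log2 differences and were above the floor in at most 4 of 8 vehicle mice and 2 of 7 BDE-47 mice. Lig4, the ligase gene on chromosome 8 from 10019049 to 10027686, rose by a log2 difference of 1.21 and was above the floor in 4 of 8 and 5 of 7 mice (exact permutation test, p = 0.254). Xrcc4 rose by 0.35 and was above the floor in 1 of 8 and 3 of 7 mice.

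**Figure D3:**
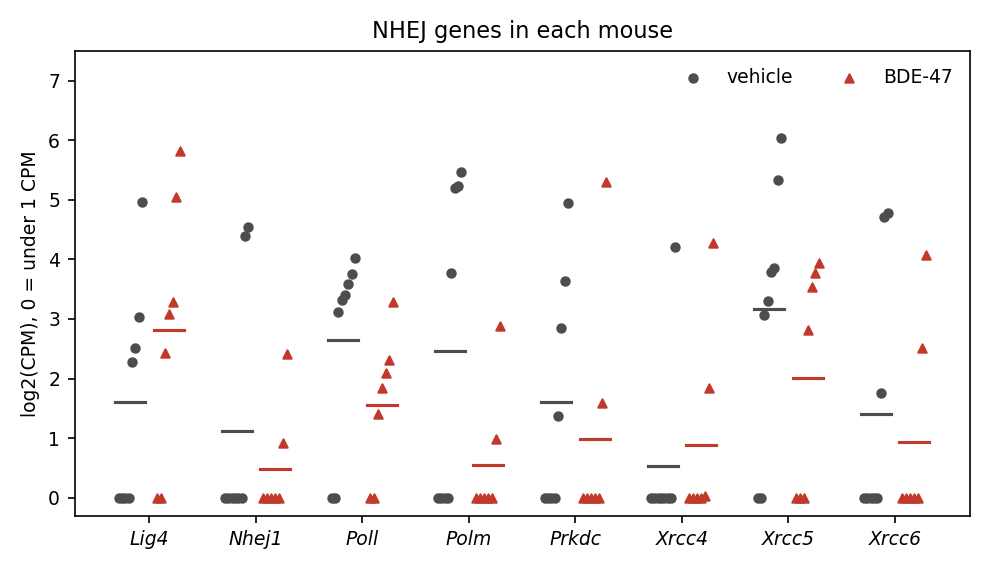
Log2(CPM) of the 8 NHEJ genes in each of 8 vehicle mice (circles) and 7 BDE-47 mice (triangles), with the group means as lines; 0 marks a gene listed under 1 CPM. In both groups mice at 0 stand beside mice at 2 to 6 log2(CPM), and the mean of Polm is 2.46 with vehicle and 0.55 with BDE-47.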

**FIGURE 3:**
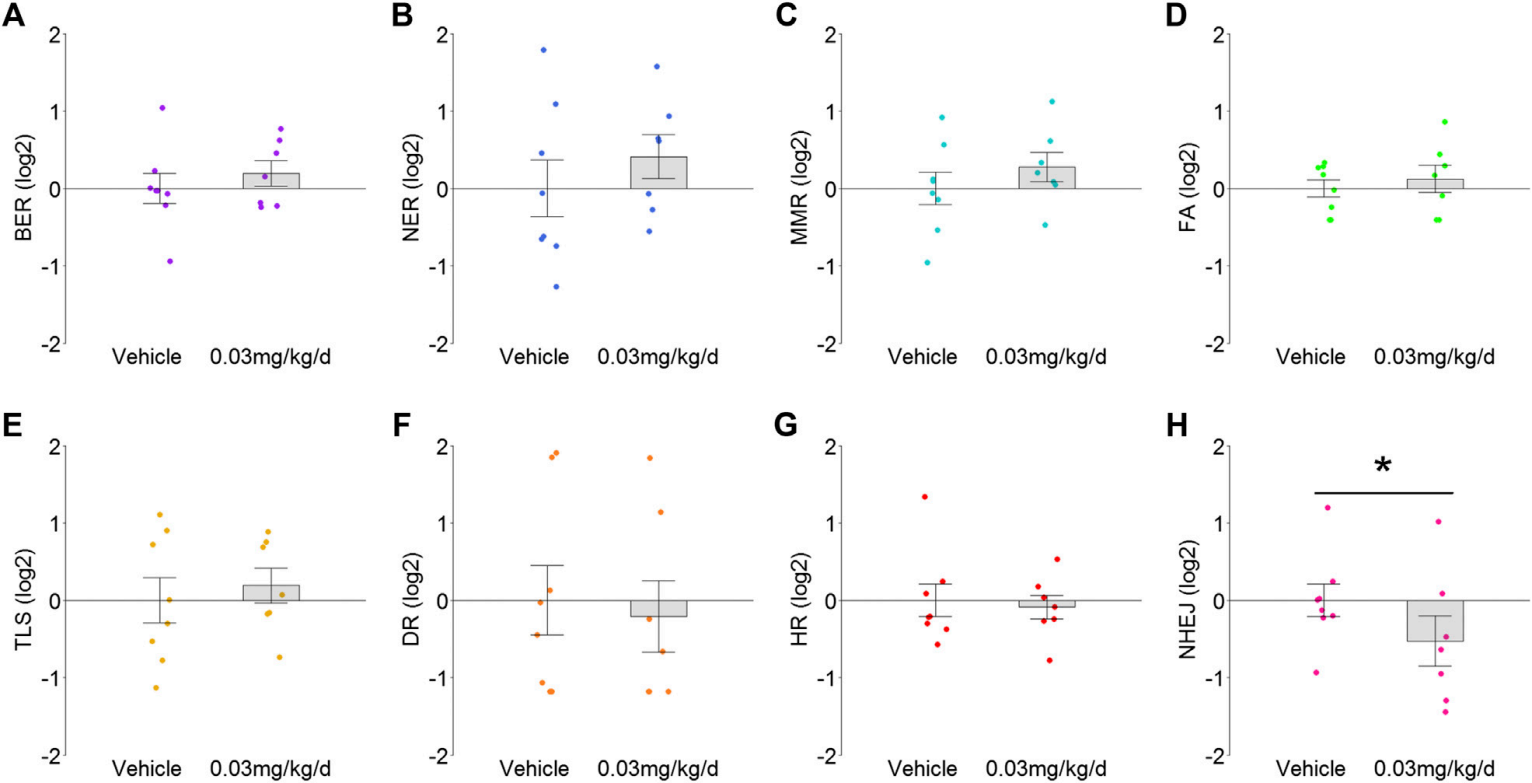
TRA for DNA damage response pathways in mammary tissue after BDE-47 administration for **(A)** base excision repair (BER), **(B)** nucleotide excision repair (NER), **(C)** mismatch repair (MMR), **(D)** Fanconi anemia (FA), **(E)** translesion DNA synthesis (TLS), **(F)** direct damage reversal/repair (DR), **(G)** homology dependent recombination (HR), and **(H)** non-homologous end joining (NHEJ). Mean ± SEM with overlay of individual TRA composite score data points, scores on log2 scale centered at zero, *n* = 7-8 mice per group. See text for reference for gene sets. Complete lists for defining genes for each transcriptome are listed in Supplementary Data S3. *p < 0.05.

To determine whether modulation of DNA damage repair pathways associated with change in cGAS-STING signaling, transcriptome signatures for the latter were analyzed and, similar to NHEJ, found to be significantly down-regulated by 1.6-fold (*p* = 0.048; Figure 4A). 

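The cGAS-STING reference set holds 38 genes that cGAS, a sensor of DNA in the cytosol, up-regulates through STING without canonical IFN signaling. All were found, and 39.1% of their values were listed at 0. The composite score was 0 ± 0.375 in vehicle mice (SD, n = 8) and -0.359 ± 0.370 in BDE-47 mice (SD, n = 7), a difference about the size of the SD (exact permutation test, p = 0.0877; 0.482 after Benjamini-Hochberg adjustment over the 11 reference sets). Only 1 of 7 BDE-47 mice was above the vehicle mean. Without z-scoring, mean log2(CPM) fell by 0.63, or 1.55-fold (exact permutation test, p = 0.0926). The difference stayed below 0 with each mouse left out in turn, from -0.464 without BDE-47 replicate 3 (exact permutation test, p = 0.0180) to -0.288. The vehicle mice with the highest scores, replicates 6 (0.497) and 8 (0.582), were also the mice in which all 8 B cell marker genes tested were above the floor, against 1 or 2 of the 8 in each other mouse of either group.

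With BDE-47, 32 of the 38 genes fell, 14 of them by more than 2-fold, and 6 rose, 2 of them by more than 2-fold. Among the 27 genes that passed the expression filter, 2 had an unadjusted limma p under 0.05, and 0 passed after adjustment over the set (lowest adjusted p = 0.316) or over all genes. Gbp4, a guanylate-binding protein gene on chromosome 5 of GRCm39 from 105263633 to 105287609, fell most. Its log2(CPM) was 4.31 ± 1.99 with vehicle (SD, n = 8; 7 mice above the floor) and 1.63 ± 2.47 with BDE-47 (SD, n = 7; 3 mice above the floor), a log2 difference of -2.68 (standard error 1.12, limma adjusted p = 0.982; exact permutation test, p = 0.0448). Epsti1 was above the floor in 3 of 8 vehicle mice, among them replicates 6 and 8 at 6.69 and 7.12 log2(CPM), and in 1 of 7 BDE-47 mice. Parp12 rose most, with a log2 difference of 1.91, and was above the floor in 4 of 8 vehicle mice and 6 of 7 BDE-47 mice (exact permutation test, p = 0.0707).

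The sensor genes themselves are not part of the set. Cgas, listed as Mb21d1 (chromosome 9 from 78337802 to 78350535), was above the floor in 1 of 8 vehicle mice and 1 of 7 BDE-47 mice, so that a change was not detectable. Sting1, listed as Tmem173 (chromosome 18 from 35866732 to 35873607), was above the floor in 7 of 8 and 6 of 7 mice. Its log2(CPM) was 4.04 ± 2.16 with vehicle (SD, n = 8) and 2.22 ± 1.66 with BDE-47 (SD, n = 7; exact permutation test, p = 0.0968). Vehicle replicates 6 and 8 had its highest values, 7.05 and 6.28.

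**Figure D4:**
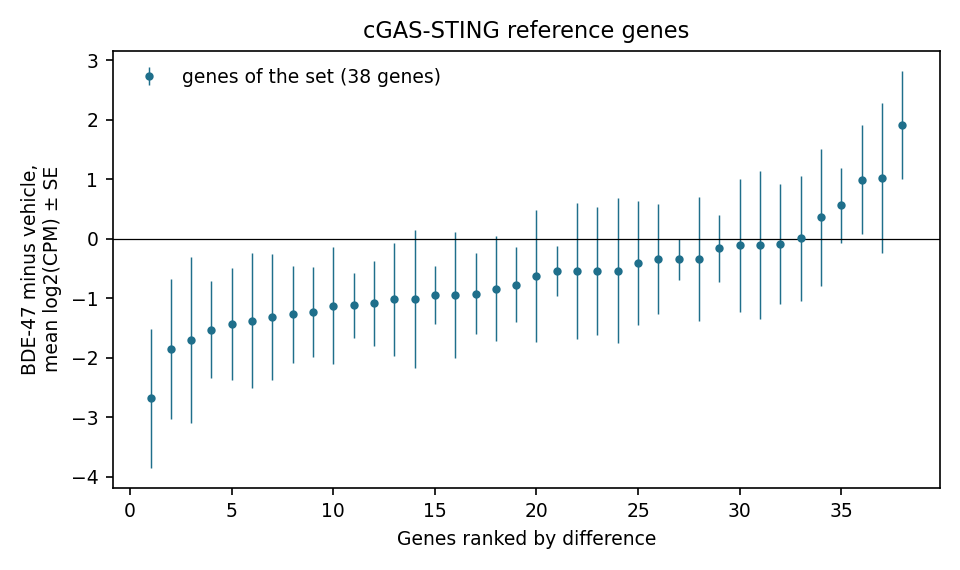
Difference in mean log2(CPM) between BDE-47 (n = 7) and vehicle mice (n = 8) for each of the 38 genes of the cGAS-STING set, ranked by difference (x axis); bars are the standard error of the difference. The differences run from -2.68 (Gbp4) to 1.91 (Parp12), and 32 of the 38 are below 0.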

Subsequent TELiS analysis of binding motifs for downstream transcription factors ISGF3 and NF-κB indicated that these factors were also significantly down-regulated by 2.8-fold (*p* = 0.0001) and 1.3-fold (*p* = 0.017), respectively (Figure 4B).

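TELiS compares how often a binding motif occurs in the promoters of up-regulated and of down-regulated genes. The TRANSFAC matrices were not used here, and the motifs were searched as consensus sequences on both strands, GAAANNGAAA for the interferon-stimulated response element that ISGF3 binds and GGGRNNYYCC for NF-κB. Promoters came from the GRCm39 sequence and the start site of the 5′-most transcript of each gene in GENCODE M39. Of the genes past 2-fold, 1600 up-regulated and 1685 down-regulated genes had a start site. The log2 ratio of sites per promoter, up-regulated over down-regulated, was averaged over windows from -300 to 0, -600 to 0 and -1000 to 200 bp. Its error was taken from 100 splits of the mice into groups of 8 and 7, with the genes chosen anew for each split and same-numbered mice always in different groups, because promoters of genes measured in the same mice are not independent.

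For ISGF3 the log2 ratio was -0.37, a 1.29-fold lower prevalence in the promoters of up-regulated genes. A ratio as far from 0 was found in 21 of 100 splits, the real one included, and in 10 of 100 splits drawn without regard to the numbers of the mice. The 95% bootstrap interval over promoters ran from -0.75 to 0.03. In the window from -300 to 0 bp, 3.31% of up-regulated and 4.27% of down-regulated genes had a site (Fisher's exact test, p = 0.171). In the window from -600 to 0 bp, the shares were 7.62% and 8.66% (Fisher's exact test, p = 0.279), and in the longest window 14.94% and 16.68% (Fisher's exact test, p = 0.181). The alternative that brought the ratio closest to 0 was log2(CPM + 0.1) in place of the floor, with a log2 ratio of -0.07. With 1 mismatch allowed in the consensus, the log2 ratio was -0.14 and 1 of 100 splits, the real one, was as far from 0.

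For NF-κB the log2 ratio was 0.07, a 1.05-fold higher prevalence in the promoters of up-regulated genes, and 58 of 100 splits (59 of 100 without regard to the numbers) gave a ratio as far from 0. Its bootstrap interval ran from -0.19 to 0.31. The shares of up-regulated and down-regulated genes with a site were 9.75% and 8.55% from -300 to 0 bp (Fisher's exact test, p = 0.250) and 25.38% and 24.21% in the longest window (Fisher's exact test, p = 0.443). The direction changed with log2(CPM + 0.1), to a log2 ratio of -0.02, and with promoters weighted to the same GC content, an alternative chosen after seeing the data, to -0.07. Among genes that encode parts of these factors, Stat2 (log2 difference -0.32; exact permutation test, p = 0.801) and Irf9 (0.28; exact permutation test, p = 0.662) for ISGF3 and Rela (0.41; exact permutation test, p = 0.766) for NF-κB differed by less than the spread between mice. From the NFE2L2, NHEJ and cGAS-STING signatures together with the lower prevalence of both motifs that it reports, the paper concludes that prolonged exposure led to a relative disruption of genome maintenance and innate immune defence in the mammary gland, and it calls it plausible that NHEJ repair fell because cGAS-STING signaling did.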

**FIGURE 4:**
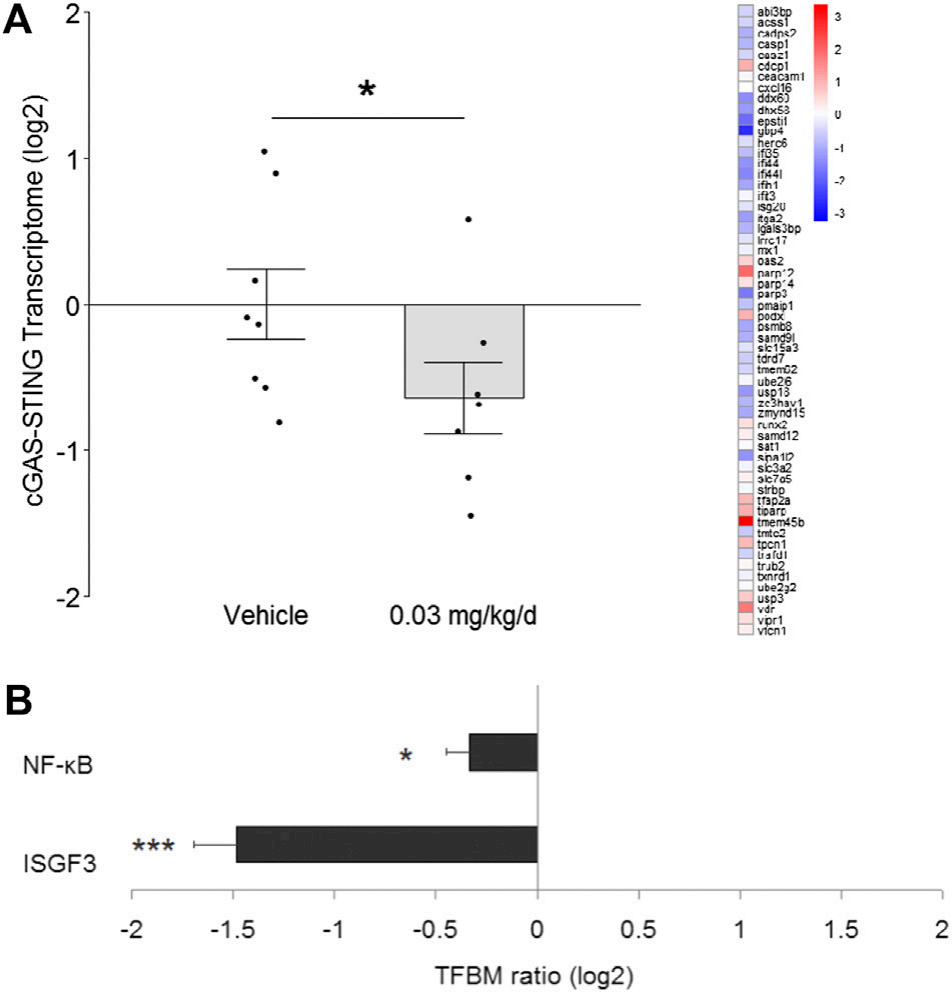
Effect of BDE-47 administration on **(A)** cGAS-STING transcriptome in mammary tissue. Left side: Mean ± SEM with overlay of individual TRA composite score data points, scores on log2 scale centered at zero, *n* = 7-8 mice per group. Right side: Heatmap of mean fold-changes on log2 scale for specific positively expressed genes from the reference transcriptome indicated in the panel. See text for references for gene sets. Defining genes for transcriptome are listed in Supplementary Data S4. **(B)** Effect of BDE-47 administration protocol on proinflammatory signaling pathways in mammary tissue as determined by TELiS analysis of transcription factor bining motifs (TFBM) in promoters of differentially expressed genes listed in Supplementary Data S5. *p < 0.05, ***p < 0.001.

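Digital cytometry estimates the share of each cell population from the expression of a bulk sample and a matrix of reference profiles. CIBERSORTx itself was not used here. Its core step, nu-support-vector regression with a linear kernel, was run with nu of 0.25, 0.5 and 0.75 on linear CPM, keeping for each mouse the fit with the lowest error. Negative weights were set to 0, and the weights of the 11 innate populations of Supplementary Data S6 were scaled to 100%. The estimates are therefore shares of the innate populations in the matrix and not of the tissue. Of 414 signature genes with a value in all 11 populations, 404 were matched to the files, 389 by name and the rest by an older symbol. Matching by older symbols was added after the first fits had been seen. Of the signature genes, 83.0% of the values in the mice were listed at 0. The fitted and measured values correlated weakly, with Pearson's r across genes of -0.033 to 0.224 in the single mice and a median of 0.08. When 20 simulated mixtures were fitted, Pearson's r between the given and the estimated percentages was 0.987, and it was 0.836 when 1 value in 3 was set to 0. These mixtures held only the 11 innate populations, without other tissue, and had far fewer values at 0 than the mice. They do not show how accurate the estimates are in mammary tissue.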

To determine whether innate immune cell populations may contribute to the observed effects in mammary tissue, RNAseq data were submitted to the CIBERSORTx platform for digital cytometry. Immature DCs and activated DCs were inversely correlated (r_s_ = -0.78, *p* = 0.0006) and exhibited opposite patterns in mice that received BDE-47: Immature DCs increased by 1.7-fold (*p* = 0.09; Figure 5A), while activated DCs decreased by 2.7-fold (*p* = 0.33; Figure 5B). 

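The immature DC estimate was 5.10% ± 7.44 in vehicle mice (SD, n = 8; 7 mice above 0) and 5.42% ± 7.03 in BDE-47 mice (SD, n = 7; 4 mice above 0), a difference far within the spread between mice (exact permutation test, p = 0.921). Vehicle replicate 6 had the highest estimate, 21.76%, followed by BDE-47 replicate 2 with 18.18%. Vehicle replicates 6 and 8 were the mice with all 8 B cell marker genes above the floor, and the matrix holds no B cell population. The estimate of vehicle replicate 8 was 3.67%. Whether lymph node tissue raised the estimate of vehicle replicate 6 was not tested. The difference of 0.32 percentage points depended on the fit. It was -6.82 with non-negative least squares, -4.44 with quantile-normalized CPM and -3.56 with signature genes matched by name alone. With a mouse left out, the difference lay between -1.81 (without BDE-47 replicate 2) and 2.7 (without vehicle replicate 6). The activated DC estimate was 1.68% ± 4.61 in vehicle mice, where 2 of 8 were above 0, and 3.78% ± 5.48 in BDE-47 mice, where 4 of 7 were above 0 (exact permutation test, p = 0.334). The numbers of mice above 0, which is the measure the paper tests for this population, did not differ by more than chance allows (Fisher's exact test, p = 0.315).

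Over the 15 mice, the estimates of immature and activated DCs had a Spearman's rho of -0.218 (permutation test, p = 0.435) and a Pearson's r of 0.018 (permutation test, p = 0.973). Without the 2 mice farthest from the median immature DC estimate, Pearson's r was -0.377. Within groups, rho was -0.265 in the 8 vehicle mice and 0.038 in the 7 BDE-47 mice. With quantile-normalized CPM, rho was -0.580 (permutation test, p = 0.0400), and with non-negative least squares it was 0.393. The paper relates more immature DCs to less type I IFN signaling, because type I IFN turns immature DCs into mature cells that leave the tissue.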

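Estimates of the other innate populations varied widely between mice of one group. Resting NK cells were estimated at 16.39% ± 16.34 in vehicle mice (SD, n = 8) and 9.12% ± 14.63 in BDE-47 mice (SD, n = 7; exact permutation test, p = 0.388), and activated NK cells at 1.41% ± 3.44 and 1.94% ± 5.11 (exact permutation test, p = 0.662). Resting M0 macrophages took the largest share, with 42.78% ± 32.98 and 28.06% ± 29.94 (exact permutation test, p = 0.380). Monocytes were at 7.07% ± 10.47 and 4.99% ± 6.49 (exact permutation test, p = 0.697), and M1-like macrophages at 9.46% ± 16.65 and 6.30% ± 9.03 (exact permutation test, p = 0.717). M2-like macrophages were estimated at 0 in all 8 vehicle mice and above 0 in 4 of 7 BDE-47 mice, with 35.58%, 59.05%, 32.77% and 45.91% in replicates 2, 3, 4 and 7 (exact permutation test, p = 0.0256; 0.282 after Benjamini-Hochberg adjustment over the 11 populations). Among granulocytes, neutrophils were at 4.20% ± 8.26 and 2.76% ± 4.07 (exact permutation test, p = 0.802), and eosinophils, above 0 in 3 of 8 and 1 of 7 mice, differed by less than the spread between mice (exact permutation test, p = 0.733). Mast cells were above 0 in every mouse, at 11.32% ± 15.56 and 10.71% ± 6.79 (exact permutation test, p = 0.936).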

Remaining innate immune cell populations exhibited unremarkable patterns and were not significantly different between groups (NK cell subsets *p* values >0.82; monocytes/macrophage subsets *p* values >0.71; granulocyte subsets *p* values >0.42: Supplementary Figure S1).

**FIGURE 5:**
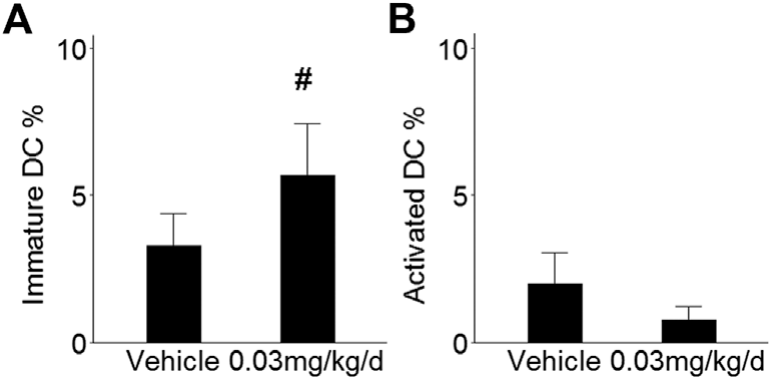
Effect of BDE-47 administration on **(A)** immature DCs and **(B)** activated DCs in mammary tissue as estimated by CIBERSORTx. Mean ± SEM. *n* = 7-8 mice per group. See text for reference for ImmuCC gene set. Defining genes for each cell population are listed in Supplementary Data S6. ^#^ *p* < 0.10.

### Confirmatory experiment with short-term PBDE exposure model

To test the generalizability of the ISGF3 and NF-κB results in the long-term model, whole transcriptome data from mammary tissue in an independent experiment (Kanaya et al., 2019) of short-term (1 week) PBDE exposure was analyzed. ISGF3 was, again, significantly down-regulated by 3.4-fold (*p* = 0.0001; Figure 6) after just 1 week of exposure. Conversely, NF-κB was up-regulated by 1.3-fold (*p* = 0.08; Figure 6) at the 1 week time point.

**FIGURE 6:**
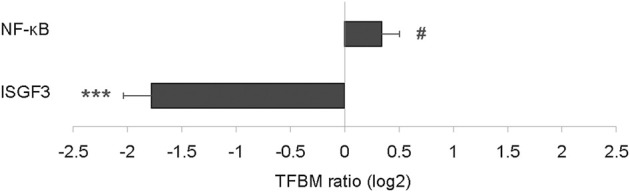
Effect of short-term PBDE administration on proinflammatory signaling pathways in mammary tissue as determined by TELiS analysis of transcription factor binding motifs (TFBM) in promoters of differentially expressed genes listed in Supplementary Data S7. ^#^ *p* < 0.10, ***p < 0.001.

### Carcinogenesis during long-term PBDE exposure

To determine whether PBDE’s effects on genomic integrity and innate immunity associate with enhancement of oncogenesis in mammary tissue, the C3(1)/TAg mouse model of cancer initiation and tumor development was used. Female littermates were randomly assigned to groups in the low-dose long-term protocol at 4–5 weeks of age and allowed to develop tumors until they reached 18–21 weeks of age. By the end of the long-term exposure period, BDE-47 administration increased tumor volume by 3.2-fold (*p* = 0.006) and tumor weight by 3.8-fold (*p* = 0.002; Figure 7).

**FIGURE 7:**
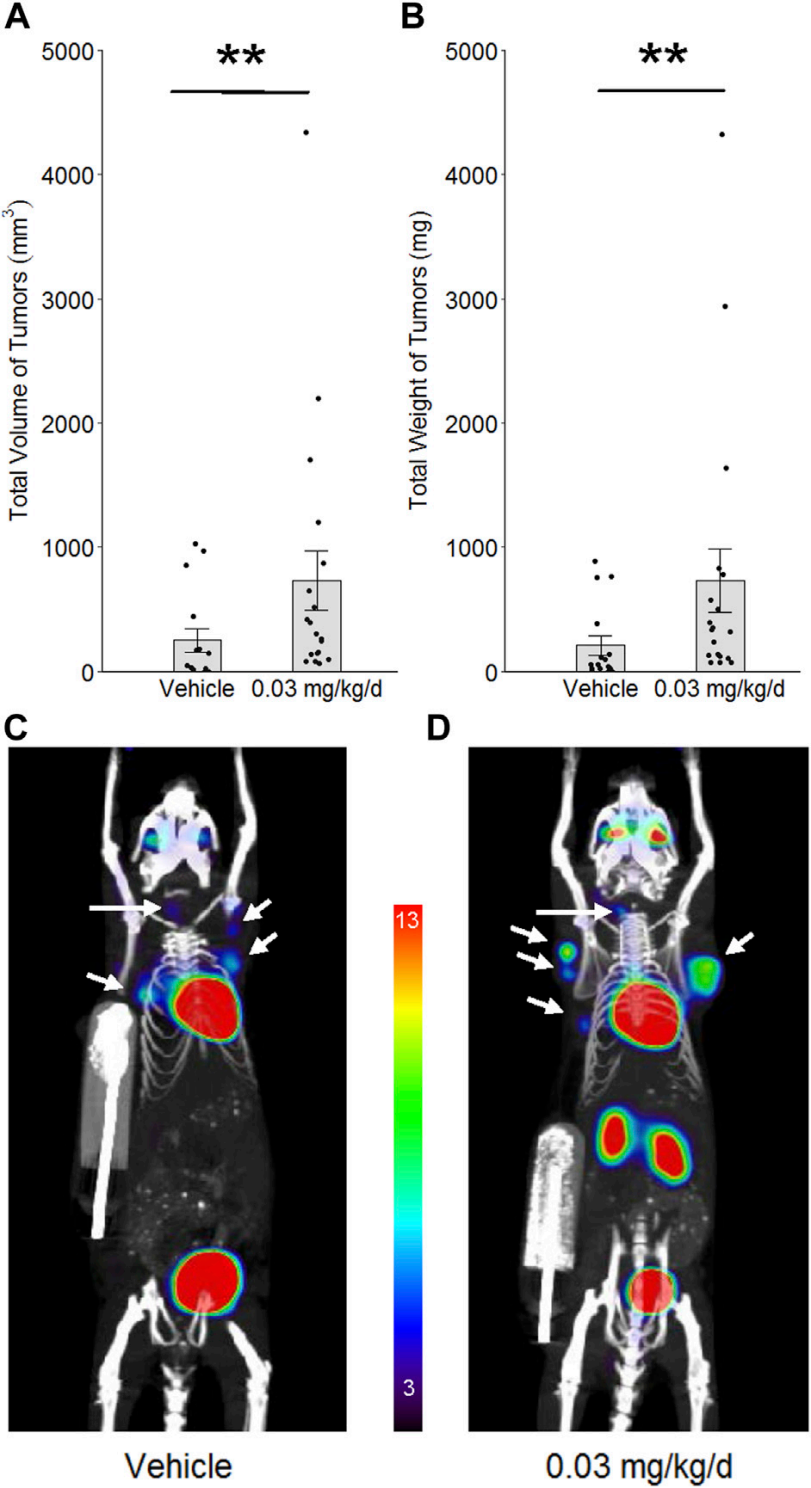
Effect of BDE-47 administration on mammary tumor development in the C3(1)/TAg model. Mean ± SEM and individual data points for **(A)** total volume of tumors and **(B)** total weight of tumors. Representative 10 mm 2D coronal slices, in maximum intensity projection (mip), from 3D PET/CT images of mice randomized to **(C)** only vehicle (*n* = 16) and **(D)** 0.03 mg/kg/d of BDE-47 (*n* = 19). White arrows indicate mammary tumors. Color scale is % ID/g, with threshold set to 3%; note that heart and bladder (and kidneys in the more dorsal 2D slice of panel D) serve as positive control tissue for [^18^F]-FDG in this scan protocol, with % ID/g > 13. **p < 0.01.

## Discussion

Prolonged low-dose exposure to PBDE *in vivo* resulted in relative disruption of genomic integrity and innate immunity in murine mammary tissue. This was evidenced by up-regulation of transcriptome signatures for antioxidant signaling, down-regulation of transcriptome signatures for non-homologous end joining DNA repair, and down-regulation of multiple transcriptomic indicators for type I interferon signaling. These systematic genome-wide results suggest that PBDEs—persistent environmental chemicals that readily infiltrate the human body—are capable of significantly altering the intrinsic molecular sentinels that oppose carcinogenesis in mammary tissue.

Previous *in vitro* research has found that PBDEs, including the BDE-47 congener used in the present study, can increase oxidative stress and cause DNA damage (Pellacani et al., 2012). Extending those findings, the present *in vivo* study found that signaling by NFE2L2, which is up-regulated by prooxidants (Dinkova-Kostova et al., 2002; Levonen et al., 2004; McMahon et al., 2010; Baird and Yamamoto, 2020), was significantly increased in mammary tissue by prolonged BDE-47 administration. However, PBDE-induced DNA damage has previously been associated with up-regulation of mechanisms in the homology-dependent recombination (HR) DNA repair pathway (Gao et al., 2009; Montalbano et al., 2020), which functions with the non-homologous end joining (NHEJ) DNA repair pathway to repair double-strand DNA breaks (Mao et al., 2008). In contrast to those previous findings, both the HR and NHEJ pathways were down-regulated by BDE-47 in the present study. The reasons for these disparate findings on DNA damage repair are unclear, although they may include the fact that previous research examined double-strand repair mechanisms on a much shorter time-scale (i.e., ≤72 h) compared to the present study. An alternative explanation is born of the recent finding that STING controls the number of nuclear DNA-PK complex proteins (Cheradame et al., 2021), which characterize the NHEJ repair pathway (Taffoni et al., 2021). Thus, it is plausible that NHEJ repair was down-regulated in the present study because cGAS-STING signaling was down-regulated in the present study.

Findings relating PBDE to immune disruption have been inconsistent, with mitogen-induced proinflammatory cytokine production being either augmented (Kronborg et al., 2016) or attenuated (Hennigar et al., 2012) by PBDE. More consistent are *in vivo* findings that report the near disappearance of several proinflammatory cytokines in peripheral circulation after PBDE exposure, along with a significant reduction of innate immune cells, including neutrophils, monocytes, and dendritic cells (DCs) (Lundgren et al., 2009; Zeng et al., 2014). The present study used digital cytometry to infer the prevalence of such populations in mammary tissue and found higher levels of immature DCs after long-term BDE-47 exposure. Peripheral tissue immature DCs act as steady state sentinels (Mahnke et al., 2002), but stimulation by type I IFN converts them into mature DCs that migrate away toward lymphoid tissue for antigen presentation (Crouse et al., 2015). Thus, a relatively higher number of immature DCs in mammary tissue following prolonged BDE-47 exposure is consistent with the relative absence of type I IFN signaling that was indicated by lower cGAS-STING transcriptome signatures and lower NF-κB and ISGF3 transcription factor activity.

The disconnect found in this study between genomic disruption and decreased type I IFN signaling following long-term PBDE exposure was unexpected. Double-strand DNA damage in live cells from BDE-47 exposure, at least in the short term as noted above (Gao et al., 2009; Montalbano et al., 2020), would be expected to increase cGAS-STING signaling and subsequent inflammation. In line with that expectation, analysis of mammary tissue transcriptome data from relatively short-term PBDE exposure (1 week) found greater proinflammatory NF-κB signaling. However, ISGF3 signaling had already become down-regulated after this relatively short exposure period. The reasons for ISGF3 and, eventually, even NF-κB down-regulation despite ongoing oxidative stress to DNA from prolonged PBDE exposure are unclear. Given that early type I IFN signaling following viral infection can paradoxically induce eventual immunosuppression when the infection persists (Odorizzi and Wherry, 2013; Lee and Ashkar, 2018), it is theorized that a similar negative feedback mechanism may be operating during chronic PBDE exposure. Researchers postulate that negative self-regulation of type I IFN signaling evolved to limit immune-mediated pathology during infections where viral persistence is inevitable (Odorizzi and Wherry, 2013). Thus, if ongoing PBDE-induced DNA damage is triggering similar mechanisms over time to limit collateral damage from inflammation, then the down-regulation in type I IFN signaling found at the conclusion of the exposure period is less surprising.

Replication of the same long-term PBDE exposure protocol in the C3(1)/TAg mouse model of carcinogenesis caused greater tumor development. This latter finding is consistent with the effect of PBDE on type I interferon down-regulation in the prior models. Type I IFNs are required for the immune system’s inhibition of nascent tumor (Dunn et al., 2005), because they enable DC activation and migration during tumor immunosurveillance (Diamond et al., 2011; Fuertes et al., 2011). Thus, less type I IFN signaling from prolonged PBDE exposure would be expected to associate with greater tumor development as found in the latter experiment. However, it is emphasized that this link is only correlational. Future experiments will better delineate the role of type I IFN signaling in PBDE’s effect on carcinogenesis by blocking the type I IFN receptor in C3(1)/TAg mice and by directly administering a type I IFN to such mice. Also, innate immunity notwithstanding, the effects of PBDE on genomic disruption (i.e., more oxidative stress, less NHEJ DNA repair) are not ruled out as potential mediators in this latter experiment with C3(1)TAg mice. NFE2L2 (also known as NRF2) responds to oxidative stress to help prevent cancerous transformation of normal cells but is often up-regulated in established cancers and, thus, can be described as a double-edged sword (Jenkins and Gouge, 2021). As such, it is unclear whether PBDE may have caused NFE2L2 to up-regulate cytoprotective genes in fully transformed cells in C3(1)TAg mice. Less NHEJ repair can associate with greater MMEJ (microhomology-mediated end joining) repair, which in turn is associated with greater genomic instability (McVey and Lee, 2008) and, thus, may have contributed to greater tumor development. Accordingly, more research is needed to further define the links found in the C3(1)/TAg model among chronic PBDE exposure, genomic disruption, relative immunosuppression, and increased mammary carcinogenesis.

Future experiments should aim to improve upon the limitations of the present study. Use of nude mice in the long-term PBDE exposure protocol allowed examination of innate immunity, as it remains intact in these animals (Rossa and D'Silva, 2019), but the use of fully immunocompetent mice in future long-term studies will enable examination of adaptive immunity in PBDE’s effects on normal mammary tissue. Also, the present study suggests that proinflammatory NF-κB signaling is still intact after 1 week of PBDE exposure but becomes significantly down-regulated by 16 weeks of exposure. Future long-term studies that include additional time points will better address the question of when proinflammatory signaling from daily PBDE exposure becomes down-regulated. In the present study, consistent effects on indicators of type I IFN down-regulation, along with enhanced mammary carcinogenesis, suggest that direct tumor immunosurveillance mechanisms may be impaired by PBDE. However, other research suggests that type I IFN signaling may indirectly affect breast cancer through associations with estrogen signaling (Mori et al., 2021). Thus, future experiments that actively probe the role of estrogen in the effect between PBDE and type I IFN signaling during mammary carcinogenesis will be informative for further understanding PBDE’s effect on tumor immunosurveillance. Such experiments will also help disentangle the more direct estrogen-mimicking effects of PBDEs on correlates of mammary carcinogenesis (Kanaya et al., 2019). The present study’s GC/MS assay detected relatively small amounts of BDE-47 in control group mice. Blank samples in the assay gave, in general, very small to non-existent peaks for BDE-47, indicating that the analyte’s presence in control samples does not appear to be a result of laboratory contamination. Although the source of the analyte in control mice is not known, laboratory rodent diets can contain variable levels of persistent environmental contaminants like PBDE (Mesnage et al., 2015). Thus, future experiments will benefit from testing for trace amounts of PBDE in the animal chow and/or other potential environmental sources (e.g., dust in cage bedding) that may build up in mammary tissue over time during a long-term study. Finally, the present study used transcriptomic indications of genomic integrity and innate immunity to examine effects of PBDE in mammary tissue. Future experiments will benefit from additional assays that measure key proteins in these systems to confirm their modulation by PBDE.

In the wake of increasing restriction on PBDE use since the 2000s, manufacturers have turned in large part to other halogenated flame retardants as substitutes, but these latter are thought to pose similar health threats, given their documented bioaccumulation and similar chemical structure to PBDEs (Dodson et al., 2012; Yang et al., 2022). As such, flame retardants that are both halogen-free and biobased have become highly desirable (Chang et al., 2019). Phosphorus- and/or nitrogen-based materials have received much attention in this regard (Thirumal et al., 2010) and have been investigated in various plastics (Lligadas et al., 2006; Chang et al., 2019; Gao et al., 2019) and rigid polyurethane foams (Thirumal et al., 2010; Heinen et al., 2014). Results from those studies indicate that novel biobased flame retardants are a promising alternative to previous options like PBDE, because the biobased agents are not only less toxic to the environment but also similarly effective at flame retardation.

In conclusion, the present research finds that low-dose exposure to PBDE disrupts genomic integrity and innate immunity in mammary tissue. These effects on correlates of carcinogenesis affirm that synthesized PBDEs are a class of environmental chemicals that reasonably fit the low-dose mixture hypothesis.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/, GSE199054.

# Supplementary material for: Low-dose exposure to PBDE disrupts genomic integrity and innate immunity in mammary tissue
**Source:** Front Genet. 2022 Aug 12;13:904607. doi: 10.3389/fgene.2022.904607
**Supplement:** Supplementary file 3

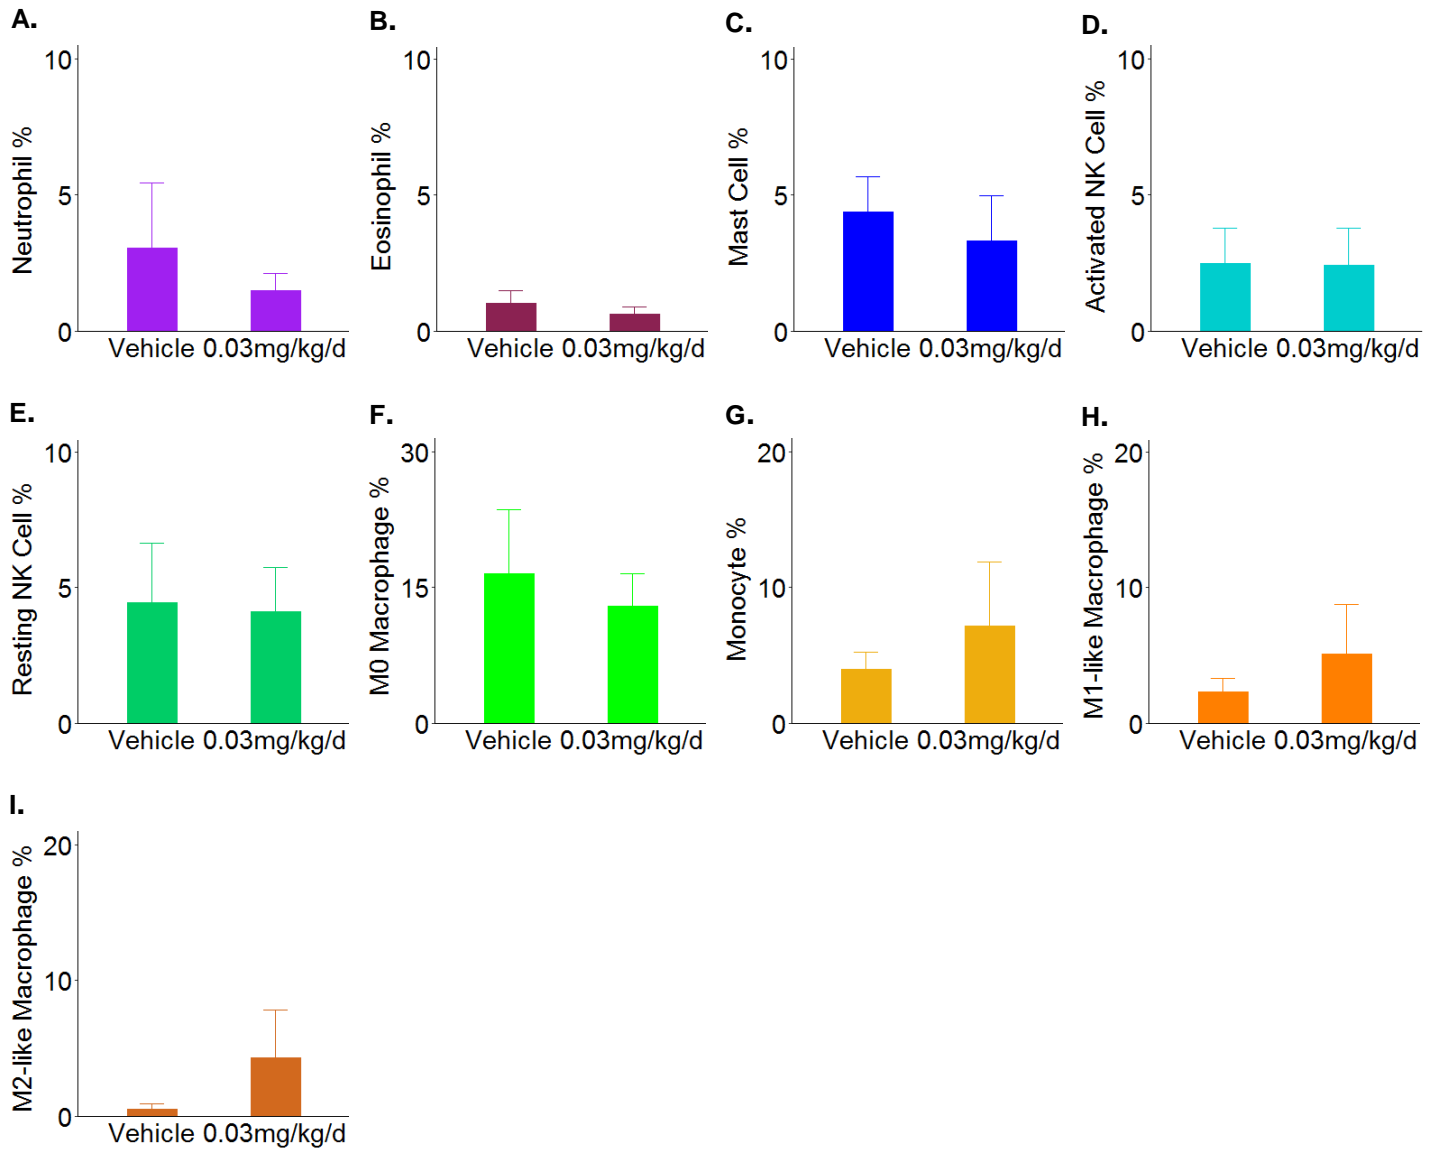

**Supplementary Figure 1.** Effect of BDE-47 administration on innate immune cell populations in mammary tissue as estimated by CIBERSORTx. Mean  $\pm$  SEM percentage for (A) neutrophils, (B) eosinophils, (C) mast cells, (D) activated NK cells, (E) resting NK cells, (F) resting M0 macrophages, (G) monocytes, (H) M1-like macrophages, and (I) M2-like macrophages.  $n = 7-8$  mice per group. See text for reference for ImmuCC gene set. Defining genes for each cell population are listed in Data S6.

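The signature matrix pairs each innate population with reference expression values of the same kind of signature genes, measured in purified mouse cells. A population is estimated well only where genes that set it apart from the others are detected in the tissue. Closely related profiles, such as those of macrophages in different states of activation, share many of these genes, so that the regression can pass weight from one to another.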

How the deposited data were processed for this re-analysis (not part of the article)

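The samples were mammary tissue of nude mice that received BDE-47 (7 mice) or vehicle (8 mice), 1 library per mouse. Conditions were taken from the sample labels, and the mice were compared as 2 independent groups. The libraries were made with QuantSeq 3′ FWD. The authors mapped the reads to the RefSeq mouse genome with STAR and normalized them to CPM, and the values the authors deposited are log2(CPM) with each gene under 1 CPM set to 0. The paper gives CPM. The log2 step and the floor were read from the values, which hold no number between 0 and the first whole read above 1 CPM. The comparisons had been designed for CPM, with limma and the 2-fold criterion to be run on log2(CPM + 1). Because the values are already log2, they were used as given, and the pseudocount of 1 became an alternative. Methods that need counts were not used.

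The depth of each mouse was recovered from the spacing of its low CPM values, which are whole multiples of 1 read, and was 10.06 to 19.58 M mapped reads. At this depth the floor of 1 CPM stands for 10.06 to 19.58 reads, and genes with a median of 211.1 expected reads were also listed at 0 in 28.5% of their values. No technical replicates part the precision of the measurement from the spread between animals. Of 52636 entries per mouse, 110 that repeat a gene name were dropped.

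TRA composite scores were computed from the gene lists of Supplementary Data S1 to S4 as the paper describes, by z-scores per gene, sign reversal of genes listed as down-regulated, and the mean over genes. Groups were compared with the exact permutation test, two-sided, in place of the analysis of covariance, because the covariate (presence of a xenograft in the region) is not given for each mouse in the sample labels and was not used. Benjamini-Hochberg adjustment was made over the 11 reference sets. Genes were tested with limma 3.58.1 (empirical Bayes with a trend in the prior variance) in R 4.3.3, for genes with at least 1 CPM in at least 7 mice. Genes past 2-fold were counted from the group means without a test, whereas the paper controlled for the xenograft when it chose the genes for the motif analysis. Apart from Gm42418, Ckm and Cd79a, which were chosen after their values were seen, the genes named in the text follow a rule set before the data were examined: all genes of the NHEJ set, the 3 largest rises and 3 largest falls in the AhR, NFE2L2 and cGAS-STING sets among genes with a mean of at least 1 CPM, a list of pathway genes (among them Nfe2l2, Ahr, Ahrr, Cyp1b1, Nqo1, Tmem45b, Gbp4, Cgas, Sting1, Irf3, Irf9, Stat2, Nfkb1 and Rela), and, where no gene passed limma, the 2 genes with the smallest p in each direction.

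Motifs were counted in promoters of the GRCm39 mouse genome with GENCODE M39 gene models, joined to the values by gene name. The paper and the sample labels were searched for the genome build used for these mice and name RefSeq without a build (GRCm39 is named for the short-term experiment), so coordinates served only to find promoters and to place named genes. Consensus sequences stood in for the TRANSFAC matrices of TELiS. The error of a motif ratio was taken from splits of the mice, and a bootstrap over promoters (1000 resamples) gave a 95% interval. Cell populations were estimated with nu-support-vector regression in scikit-learn 1.9.0 in place of CIBERSORTx, on the innate columns of Supplementary Data S6. Signature genes were matched by name or older symbol, a choice made after the first fits. A Fisher's exact test of the number of mice with an estimate above 0 was also added later, because the paper tests that number for some populations. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

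Each step was tested on simulated data. With 9511 simulated genes, limma found 69% of 200 genes with a log2 change of 3, found 0% of genes with a log2 change of 1, called 3 unchanged genes, and gave 5.08% of unchanged genes an unadjusted p under 0.05. The changed genes were drawn only from the better expressed genes, so these shares do not hold for genes near the floor. Among scores without a difference, 5.7% of 2000 had an exact p under 0.05. The motif search found 200 of 200 sites planted in 2000 random promoters, with 0.04 sites per promoter by chance against 0.0363 worked out. The deconvolution gave Pearson's r of 0.987 between given and found percentages in 20 mixtures, with a median error of 0.57 percentage points. The mixtures held only the populations of the matrix, and no values had been set to 0. In the mice 83.0% of the signature values were listed at 0, so the accuracy in mammary tissue was not tested.

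The alternatives tried were a pseudocount of 0.1 or 1 in place of the floor, scores without z-scoring or from linear CPM, genes with a mean of at least 1 or 10 CPM, no filter, the log2 ratio of mean CPM, median-of-ratios size factors, the replicate number as a block, each mouse left out in turn, up-regulated genes alone, other motif settings, promoters weighted to the same GC content, and other fits and signature genes for the cell populations. Marker genes for 14 tissues and processes, chosen before the data were examined, were scored like the reference sets to describe what each sample contained. The short-term experiment, the carcinogenesis experiment and the GC/MS measurements were not analysed here.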

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

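A mouse is listed in this part when it stood apart from the other mice of its group by Dixon's gap test at the 95% level. The test was applied to 161 groups of 7 or 8 mice and singled out a mouse in 33, against 8.1 groups (1 in 20) given by chance. All tests of explanations in this part were chosen only after the result was seen. The presence of a xenograft in the region, which the paper treats as a covariate, is not known for each mouse here and was not examined, and no biological explanation was tested.

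BDE-47 replicate 6 had a skeletal muscle marker score of 3.716, where the other mice lay between -0.246 and 0.632, and a mammary luminal score of -1.041, the lowest of its group. Its muscle creatine kinase gene Ckm, a gene the paper does not discuss and which was chosen after its values were seen, was at 13.35 log2(CPM), against 4.86 in the next mouse. Of the 8 muscle markers, 8 were highest in this mouse, and its adipocyte score of -0.6 was the lowest of its group. Muscle dissected with the sample is a candidate explanation. In the same mouse, 13 genes of at least 2000 CPM were at least 100 times higher than in any other mouse (genes chosen after their values were seen). The median of each gene over the other 14 mice was 0.0353% to 0.103% (median 0.0624%) of that level, and 2.2% of their 182 values were listed at 0, where other genes of the same mean CPM have 51.8% at 0. Single values reached 0.811%, so the share was not constant over mice. Reads exchanged between libraries during sequencing could leave such traces, but they cannot be told apart from small amounts of muscle in the other samples.

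Vehicle replicate 1 had 11490 genes above the floor, where the other vehicle mice had at most 8856, a skin keratinocyte marker score of 1.382 and a skeletal muscle score of 0.632. Over the 15 mice, the keratinocyte score rose with the number of genes above the floor (Spearman's rho 0.746, permutation p = 0.00203; Pearson's r 0.684, permutation p = 0.00536), but Pearson's r was 0.378 without the 2 mice farthest from the median. Library complexity may account for part of the keratinocyte score of this mouse, but the relation rests in part on 2 mice, and the highest keratinocyte score, 1.817, was that of BDE-47 replicate 2 with 8378 genes. The mouse with the most genes, BDE-47 replicate 3, had a muscle score of 0.053. A single mouse does not settle whether library complexity adds to the muscle score. The depth of vehicle replicate 1, 15.38 M reads, was within the range of its group.

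Vehicle replicate 6 had the highest HR score, 0.993. Vehicle replicate 8, the other mouse with B cell markers, had an HR score of 0.064, which goes against lymph node tissue as the source of the high score. Lymph node stroma markers of BDE-47 replicate 3 scored -0.545, the highest of a group with an SD of 0.052. No explanation was tested for it.

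The population estimates that stood apart were, in vehicle mice, monocytes at 30.553% and immature DCs at 21.758% in replicate 6, activated DCs at 13.096% in replicate 4, neutrophils at 24.186% in replicate 7, eosinophils at 3.99% in replicate 5 and activated NK cells at 9.84% in replicate 2. In BDE-47 mice they were M1-like macrophages at 25.121% in replicate 3, eosinophils at 15.068% in replicate 2 and activated NK cells at 13.525% in replicate 6. The fitted and measured values of the signature genes had a median Pearson's r of 0.08 over the mice, so a fit that explains little of the data is a candidate explanation. It holds less well for vehicle replicates 2 and 6, whose r of 0.224 was the highest of the 15 mice, and for BDE-47 replicate 3 (0.191).

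Among named genes, a mouse stood apart in 17 of 84 groups, and 13 of these groups had a mouse at the floor. In log2(CPM), they were Ahrr 1.29, Elf4 0.52, Cgas (Mb21d1) 0.90 and Polm 2.89 in BDE-47 replicate 3, Cyp1b1 4.24, Epsti1 2.35 and Prkdc 5.29 in BDE-47 replicate 2, Irf3 1.82 and Nhej1 2.42 in BDE-47 replicate 6, Nrep 3.57 and Tef 6.49 in BDE-47 replicate 5, Mcoln2 1.84 in BDE-47 replicate 1 and Parp12 0.0 in BDE-47 replicate 4. In vehicle mice they were Flrt2 0.23 in replicate 1, Cgas 4.26 in replicate 8, Rela 0.02 in replicate 2 and Xrcc4 4.21 in replicate 5. Few distinct RNA molecules behind the reads may account for the groups in which mice at the floor stand beside a mouse above it, but differences between the animals were not separated from this.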

How the results depend on the processing

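The alternatives were set before the data were examined, apart from the pseudocount of 1, the matching of signature genes by name and the weighting of promoters by GC content, which were chosen after seeing the data. No tests of explanations were made in this part apart from the splits of the mice, which were planned. Where a result changed, the cause was not tested.

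Of 139 comparisons of a main result with another setting, 117 kept the direction and the side of the threshold of 0.05 or stayed within 1.5 times the count, 13 reversed, 5 counts moved further, 2 became weaker and 2 stronger. With a mouse left out, 236 of 255 comparisons kept both, 17 reversed and 2 became stronger. For single genes and marker sets, 161 of 168 kept both, 4 became stronger and 3 reversed. Some of the 139 comparisons could not change, such as the filter of at least 1 CPM for BER, NER, MMR, DR and NHEJ, which dropped no gene. A result with p above 0.05 that stayed above 0.05 also counts as kept, so these tallies do not measure how firm the results are.

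The AhR difference (0.009) was -0.003 without z-scoring, -0.010 from linear CPM and -0.040 with genes of at least 1 CPM, and lay between -0.055 and 0.085 with a mouse left out. The NFE2L2 difference (0.119) stayed above 0 in every setting run. Without z-scoring it was 0.153 (exact p = 0.0679) and with up-regulated genes alone 0.076 (exact p = 0.468), while the exact p was under 0.05 in all 15 fits that left a mouse out (0.094 to 0.136). FA (0.114) was -0.059 with genes of at least 1 CPM. HR (-0.065) was 0.005 with a pseudocount of 0.1. With a mouse left out, DR lay between -0.338 and 0.096, HR between -0.144 and 0.077, BER between 0.029 and 0.25, NER between 0.127 and 0.367, MMR between 0.076 and 0.243, FA between 0.01 and 0.188 and TLS between 0.022 and 0.26. NHEJ (-0.283) stayed below 0 in every setting run. It was -0.166 (exact p = 0.459) with a pseudocount of 0.1 and -0.357 (exact p = 0.0878) with z-scores of linear CPM. With a mouse left out it lay between -0.427 (without BDE-47 replicate 2, exact p = 0.0260) and -0.193. cGAS-STING also stayed below 0 in every setting run, from -0.464 (without BDE-47 replicate 3, exact p = 0.0180) to -0.288 with a mouse left out. The brown adipocyte marker difference (0.005) was -0.0 with a pseudocount of 1, MMEJ (-0.028) was 0.013 with a pseudocount of 0.1, and Nfkb1 (0.01) was -0.111 with a pseudocount of 0.1.

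Up-regulated genes numbered 1626, and 3620 with a pseudocount of 0.1 and 975 with a mean of at least 10 CPM. Down-regulated genes numbered 1716, and 2993, 1042 and, with the log2 ratio of mean CPM, 2887. The share higher with BDE-47 was 48.7%, and was 41.9% with that ratio and without BDE-47 replicate 3, 54.7% with a pseudocount of 0.1, 54.3% with median-of-ratios size factors and 54.4% without vehicle replicate 1. With a mouse left out, 1556 to 2057 genes were up-regulated and 1590 to 2164 down-regulated. limma gave 0 genes with an adjusted p under 0.05 in every setting run (443 with an unadjusted p under 0.05 as deposited). The lowest adjusted p was 0.982, between 0.807 and 0.993 over the other settings and between 0.55 and 0.998 with a mouse left out. Median-of-ratios size factors, from 0.672 to 1.297, moved the median log2 difference from -0.017 to 0.064.

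In 43 of 100 splits of the mice as many genes (3342 or more) were past 2-fold, and 100 of 100 had at least 0 genes with an adjusted p under 0.05, a count that every split meets. In 39 of 100 as many genes had an unadjusted p under 0.05. These splits part all same-numbered mice, as the real one does. In splits drawn freely, which can put same-numbered mice in the same group, 42 of 100 had as many genes past 2-fold. A ratio as far from 0 was found in 21 of 100 splits for ISGF3 (10 drawn freely) and in 58 of 100 for NF-κB (59 drawn freely).

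The ISGF3 log2 ratio (-0.372) was below 0 in every setting run, from -0.591 to -0.071. With 1 mismatch allowed it was -0.137, with a share of 0.01 of the splits as far from 0. NF-κB (0.069) was -0.018 with a pseudocount of 0.1 and -0.073 with promoters weighted to the same GC content. The immature DC difference (0.32 percentage points) was -6.82 with non-negative least squares, -6.17 with signature genes of at least 1 CPM, -4.44 with quantile-normalized CPM, -3.56 with signature genes matched by name, and -1.81 to 2.7 with a mouse left out. The rho of immature and activated DCs (-0.218) was 0.393, 0.12 and -0.58 (permutation p = 0.0400) in the first 3 of these, and -0.456 to -0.14 with a mouse left out. Activated DCs were higher with BDE-47 in every setting run (0.06 to 7.43).

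GEO's labels give both groups the numbers 1 to 7, but same-numbered mice are different animals. Their deviations from the group means correlated by 0.02 on average, and those of other pairs by -0.003. With the number as a replicate block the differences were 0.002 for AhR, 0.108 for NFE2L2 (0.119 without the block; exact p = 0.0156, the smallest that 7 pairs can give), -0.191 for NHEJ (-0.283 without) and -0.275 for cGAS-STING (-0.359 without), BER, NER, MMR, FA and TLS were above 0 and DR and HR below, 1607 and 1590 genes were past 2-fold, 0 passed limma (382 with an unadjusted p under 0.05), the motif ratios were -0.358 and 0.023, and the DC differences 0.11 and 1.86. The block leaves out vehicle replicate 8, which has no partner. A mean of paired differences equals the difference of the group means without that mouse, so the pairing itself cannot move these differences. DESeq2 was not run, because the values are log2 and not counts.

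Values at the floor limit most what can be said of FA, HR, DR and TLS, where 58.7% to 81.0% of the values of a set are listed at 0.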

Differences from the paper's values

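No tests of explanations were made in this part. The scores were tested here without the paper's covariate, the motifs with consensus sequences and the cell populations with a local fit. Mice left out in turn are among the alternatives set before the data were examined.

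For the NFE2L2 score the paper gives p = 0.009 (Figure 2B), and the exact p here was 0.0171. With genes of at least 1 CPM it was 0.00808, and without vehicle replicate 3, vehicle replicate 6 or BDE-47 replicate 1 it was 0.00874, 0.0117 and 0.0103, each within 1.5 times the paper's value. The other alternatives set before the data were examined did not close the gap. For the NHEJ score the paper gives p = 0.03 (Figure 3H), and the exact p here was 0.186. Without BDE-47 replicate 2 it was 0.0260, and no other alternative set before the data were examined closed the gap. For the cGAS-STING score the paper gives p = 0.048 (Figure 4A), and the exact p here was 0.0877. It was 0.0659 with z-scores of linear CPM, 0.0530 without vehicle replicate 5 and 0.0699 without vehicle replicate 7, within 1.5 times the paper's value, and 0.0180 without BDE-47 replicate 3, which is also under 0.05. The others did not close the gap.

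For the ISGF3 motif the paper gives a 2.8-fold decrease with p = 0.0001, shown as a log2 ratio of about -1.5 in Figure 4B, read by eye. Here the decrease was 1.294-fold, the log2 ratio -0.372, and the share of splits as far from 0 was 0.21. None of the alternatives set before the data were examined closed the gaps in fold and log2 ratio. The smallest share that 100 splits can give is 0.01, which was reached with 1 mismatch allowed, so the paper's p was out of reach of this test in any setting. For the NF-κB motif the paper gives p = 0.017 and a log2 ratio of about -0.34 in Figure 4B, read by eye. Here the log2 ratio was 0.069 and the share of splits 0.58, and none of the alternatives set before the data were examined closed these gaps. With the paper's own genes, those of Supplementary Data S5, the log2 ratio was 0.126 for NF-κB and -0.396 for ISGF3. The paper's direction for NF-κB was thus not reached with its gene list and the consensus sequence.

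For the correlation of immature and activated DCs the paper gives -0.78 with p = 0.0006, and here Spearman's rho was -0.218 (permutation p = 0.435). With quantile-normalized CPM, an alternative set before the data were examined, rho was -0.58 (permutation p = 0.0400), within 1.5 times the paper's rho. The other alternatives set before the data were examined did not close the gap in rho. None came within 1.5 times the paper's p. For immature DCs the paper gives a 1.7-fold increase with p = 0.09 (Figure 5A), and here the increase was 1.062-fold (exact p = 0.921). The fold was within 1.5 times the paper's without vehicle replicate 6 (1.989), without vehicle replicate 5 (1.212), without BDE-47 replicate 1 (1.194) and without BDE-47 replicate 4, 6 or 7 (1.239 each). Vehicle replicate 6 had the highest immature DC estimate and carried B cell markers, while the fit held no B cell population. The other alternatives set before the data were examined did not close the gap in fold, and none closed the gap in p. For activated DCs the paper gives a 2.7-fold decrease (Figure 5B), and the same measure here was 0.445, which is a 2.246-fold rise. The size of the rise was not stable. It was 1.023-fold with signature genes matched by name and 45.232-fold with non-negative least squares. Without vehicle replicate 4 the vehicle mean was 0.05% and the rise 71.333-fold. None of the alternatives set before the data were examined closed the gap for activated DCs.

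The paper states that activated DCs were lower with BDE-47, and here their estimate was higher by 2.10 percentage points. It states that NF-κB motifs were less prevalent in the promoters of up-regulated genes, and here the log2 ratio was 0.069, with the paper's direction for a pseudocount of 0.1 (-0.018) and for promoters weighted to the same GC content (-0.073), an alternative chosen after seeing the values. It states that macrophage subsets did not differ between the groups, and here the M2-like estimate was 0 in all vehicle mice and above 0 in 4 of 7 BDE-47 mice (exact permutation test, p = 0.0256; 0.282 after adjustment over the 11 populations).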

Other observations

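In this part, the tests of the cGAS-STING score against B cell markers, of the NHEJ score against the number of genes above the floor, and of the MMEJ markers were chosen before the results were seen, and the others only after the result was seen.

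Vehicle replicates 6 and 8 had 8 of 8 B cell markers above the floor, with Cd79a at 5.81 and 5.35 log2(CPM), while every other mouse had 1 or 2 markers above the floor and Cd79a at 0. Their adipocyte scores, -2.275 and -1.65, were the lowest of the 15 mice. Their cGAS-STING scores, 0.497 and 0.582, were the highest. With the B cell marker score regressed out, the cGAS-STING difference went from -0.359 (standard error 0.193) to -0.154 (standard error 0.158). Lymph node tissue in 2 vehicle samples is therefore a candidate explanation for part of the lower cGAS-STING score with BDE-47. Because both mice are vehicle mice, B cell content and treatment are partly entangled and the regression cannot part them fully. Lymph node stroma marker scores were 1.621 and 1.13 in these mice and at most 0.31 in the others. With the number of genes above the floor regressed out, the difference was -0.41, so detection does not account for it. Of 10000 random gene sets matched on mean expression, a share of 0.0% gave a difference as low, so a shift common to genes of that level does not account for it either. Random sets take genes as independent and do not test the difference against the spread between mice. A marker set of 12 core interferon-stimulated genes was lower by 0.417 with BDE-47 (exact permutation test, p = 0.2002). Over the 14 marker sets the lowest adjusted p was 0.706.

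The NFE2L2 score did not follow the number of genes above the floor (Spearman's rho 0.043, permutation p = 0.884; Pearson's r 0.0, permutation p = 0.999; rho 0.381 in vehicle mice and -0.357 in BDE-47 mice; r -0.022 without the 2 farthest mice; 4 relations tested, adjusted p 0.884). Its difference lay at the percentile 99.11 of 10000 random signed sets matched on mean expression. Without BDE-47 replicate 6, the mouse with muscle genes, it was 0.094 (exact permutation test, p = 0.0210). With marker scores regressed out it was 0.121 for B cells, 0.122 for adipocytes and 0.095 for muscle. None of the sources tested here accounts for it. The presence of a xenograft was not tested, so a technical and a biological origin of the difference are not told apart.

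The NHEJ score and the number of genes above the floor had a Spearman's rho of 0.354 (permutation p = 0.199, adjusted over 4 relations 0.265; Pearson's r 0.243, permutation p = 0.381; r 0.204 without the 2 farthest mice; rho 0.5 in vehicle and 0.536 in BDE-47 mice), and the difference was -0.317 with that number regressed out. The number of genes detected does not account for the lower score. The NHEJ difference lay at the percentile 7.37 of 10000 random sets matched on mean expression. A shift common to genes of that level is therefore not excluded for NHEJ. With the B cell marker score regressed out, the NHEJ difference was -0.136 (standard error 0.202). The paper's discussion, on the tumor-prone mice, says that less NHEJ repair can go with more MMEJ repair. The MMEJ marker score differed by -0.028 (exact permutation test, p = 0.887), so that a rise was not seen.

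The NHEJ and cGAS-STING scores correlated over the 15 mice (Spearman's rho 0.718, permutation p = 0.00352, adjusted over 4 relations 0.0141; Pearson's r 0.613, permutation p = 0.0147). Without the 2 mice farthest from the median NHEJ score, Spearman's rho was 0.604 (permutation p = 0.0322) and Pearson's r 0.426 (permutation p = 0.144). Within groups rho was 0.857 in vehicle mice and 0.393 in BDE-47 mice. Vehicle replicates 6 and 8, the mice with B cell markers, had the highest cGAS-STING scores (0.497 and 0.582). Their NHEJ scores, 0.133 and 0.645, were the highest of the vehicle mice. B cell content was not regressed out of this correlation, so shared tissue composition is not excluded as its source. The correlation does not give the direction of an effect.

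The lower ISGF3 ratio was not removed by GC content. Promoters of up-regulated genes had 51.09% GC and those of down-regulated genes 49.73%, and with both lists weighted to the same GC content the log2 ratio was -0.281. For NF-κB the weights changed the direction, from 0.069 to -0.073.

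Genes with many expected reads were listed at 0 in some mice. Over 8831 genes with a mean of 5 to 80 CPM, log2 CV squared fell with log2 mean CPM with a slope of -0.84, with a CV squared far above the level that read sampling gives. Few distinct RNA molecules behind the reads, estimated at 56.8k to 264.8k per mouse (median 84.5k), are a candidate explanation. Without technical replicates, differences between the animals are not separated from it, and the estimate fell from 119.2k for genes of 2 to 5 CPM to 43.4k for genes of 80 to 160 CPM. The number did not differ between the groups (exact permutation test, p = 0.541). Of the genes passing the filter, 1 had groups that do not overlap, against 3.0 by chance.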
